# HIRA stabilizes skeletal muscle lineage identity

**DOI:** 10.1038/s41467-021-23775-9

**Published:** 2021-06-08

**Authors:** Joana Esteves de Lima, Reem Bou Akar, Léo Machado, Yuefeng Li, Bernadette Drayton-Libotte, F. Jeffrey Dilworth, Frédéric Relaix

**Keywords:** Chromatin analysis, Histone analysis, Epigenetics, Histone variants, Regeneration

## Abstract

The epigenetic mechanisms coordinating the maintenance of adult cellular lineages and the inhibition of alternative cell fates remain poorly understood. Here we show that targeted ablation of the histone chaperone HIRA in myogenic cells leads to extensive transcriptional modifications, consistent with a role in maintaining skeletal muscle cellular identity. We demonstrate that conditional ablation of HIRA in muscle stem cells of adult mice compromises their capacity to regenerate and self-renew, leading to tissue repair failure. Chromatin analysis of *Hira*-deficient cells show a significant reduction of histone variant H3.3 deposition and H3K27ac modification at regulatory regions of muscle genes. Additionally, we find that genes from alternative lineages are ectopically expressed in *Hira*-mutant cells via MLL1/MLL2-mediated increase of H3K4me3 mark at silent promoter regions. Therefore, we conclude that HIRA sustains the chromatin landscape governing muscle cell lineage identity via incorporation of H3.3 at muscle gene regulatory regions, while preventing the expression of alternative lineage genes.

## Abstract (web summary)

The epigenetic mechanisms coordinating the maintenance of adult cellular lineages remain poorly understood. Here the authors demonstrate that HIRA, a H3.3 histone chaperone, establishes the chromatin landscape required for skeletal muscle cell identity.

## Introduction

Skeletal muscle has a high regeneration potential that relies on tissue-resident muscle stem cells, also known as satellite cells. These adult stem cells were identified nearly 60 years ago as quiescent cells lying on the surface of the myofiber underneath the basal lamina^1^. Muscle stem cells express the paired-box transcription factor PAX7 which is required for their maintenance and myogenic lineage progression^2^. In resting muscles, quiescent satellite cells become activated upon injury to repair damaged tissue, while a fraction self-renews to regain quiescence. Activated satellite cells express MYF5 and MYOD and re-enter the cell cycle, proliferating as myoblasts that will either fuse to generate newly formed fibers or return to quiescence to restore the muscle stem cell pool^3^. Proper regulation of quiescence, activation and differentiation of muscle stem cells ensures the normal homeostasis of the tissue as well as its repair in the case of disease or injury-related damage. Although the transcriptional regulation of these processes is widely studied, the molecular mechanisms regulating PAX7 expression and maintaining muscle stem cell identity have not been identified.

Epigenetic regulation of gene expression is crucial for cell fate commitment and maintenance. The epigenetic memory of a specified cell defines the state of gene expression that is transmitted upon division in order to sustain cell lineage identity^4^. This mechanism of inheritance of a gene expression pattern relies on the epigenetic signature associated with DNA methylation, chromatin architecture, histone variants deposition, and histone modifications^4,5^. Nucleosome incorporation of the non-canonical histone H3 variant H3.3 has been associated with epigenetic memory and is required to maintain the transcriptionally active pattern of a tissue^6^. The H3.3 histone is specifically incorporated into the nucleosomes by two histone chaperones, HIRA and DAXX, depending on the genomic loci^7,8^. In mouse embryonic stem cells (ESCs), HIRA regulates H3.3 deposition at transcription start sites (TSS), promoters, and gene bodies while DAXX deposits H3.3 at the telomeres and constitutive heterochromatin^7,8^. H3.3 deposition is not only required for pluripotency maintenance but also for somatic cell gene expression regulation, including the neurogenic and myogenic lineages, playing a central role in cellular differentiation^9–12^. While it has been previously shown that HIRA and H3.3 are regulating myogenic cell differentiation^9–11^ their role in regulating PAX7 and sustaining lineage identity has not been addressed.

Here, we show that HIRA is a major upstream regulator of muscle stem cells and myogenic lineage identity. Conditional knockout of HIRA in muscle stem cells leads to defective skeletal muscle regeneration in vivo. We further demonstrate that HIRA-deficient cells lose PAX7 and muscle-specific gene expression, while inducing tissue-specific genes from other lineages. We show that HIRA drives myogenic identity by specifically incorporating H3.3 at regulatory regions of muscle genes. By contrast, induction of non-myogenic genes in HIRA-deficient muscle cells requires MLL1/MLL2-mediated deposition of H3K4me3 mark at silent or bivalent loci. Altogether, our data demonstrate that HIRA is required to maintain muscle stem cell lineage chromatin landscape in order to promote the expression of myogenic-specific genes and prevent the expression of alternative lineages.

## Results

### HIRA sustains myogenic cell identity

In order to identify upstream epigenetic regulators of the muscle stem cell-specific transcription factor PAX7, we performed targeted deletion of candidate genes in the myoblast C2C12 cell line. Among these, we addressed the role of HIRA as a potential upstream regulator of PAX7 by mutating Exon 10 of *Hira* using Crispr/Cas9 (Supplementary Fig. 1a–c), to generate a truncated protein lacking the putative H3.3 interaction domain^13^. The deletion of *Hira* did not affect the expression of *Daxx*/DAXX (Supplementary Fig. 1b, c). Upon *Hira* ablation, expression of PAX7 was drastically reduced and MYOD protein levels decreased (Fig. 1a–c). In addition, *Hira* mutant myogenic cells displayed impaired differentiation in low-serum-containing medium as seen with the quantification of Myosin-positive cells (Fig. 1d, e), consistent with previous observations^11^. *Hira*-deficient cells did not show changes in proliferation or cell death (Supplementary Fig. 1d–g). We analyzed two other independent *Hira*-KO clones for muscle phenotype by RT-qPCR and the loss of PAX7 and myogenic gene expression was consistent between them (Supplementary Fig. 1h). To characterize the global impact of the loss of *Hira* we performed RNA-sequencing (RNA-seq) in proliferating *Hira*-KO and control C2C12 cells cultured in high serum-containing medium and at low density (Fig. 1f, g). Strikingly, we observed major changes in the transcriptome of *Hira* KO compared to control cells with 30% of expressed genes being dysregulated (10297 out of 33686 detected genes), suggesting a global impact on gene expression in the absence of HIRA (Fig. 1h). This was unexpected given that *Hira* deletion in mouse ESCs does not result in major transcriptomic changes^8,14^. Gene ontology and analysis of downregulated genes, included genes linked with muscle stem cell lineage, including muscle stem cell markers, muscle lineage progression, and differentiation (Fig. 1i, k, l). Surprisingly, upregulated transcripts were related to non-myogenic lineages, such as vascular or neuronal lineages (Fig. 1j). Moreover, we found various endothelial, mesenchymal, neuronal, adipogenic, and osteogenic lineage-specific genes to be ectopically upregulated in myogenic cells when *Hira* was deleted (Fig. 1k, l). In addition, Hoxb cluster genes, previously identified as repressed in C2C12 cells^15^, showed a strong upregulation in the *Hira*-KO cell line (Fig. 1k, l). Taken together, these results show that HIRA is required to sustain muscle stem cells and myogenic gene expression and to inhibit the expression of genes from alternative lineages in C2C12 cells, making it an essential epigenetic factor required for the maintenance of myogenic cell identity at a transcriptomic level.

**Fig. 1:**
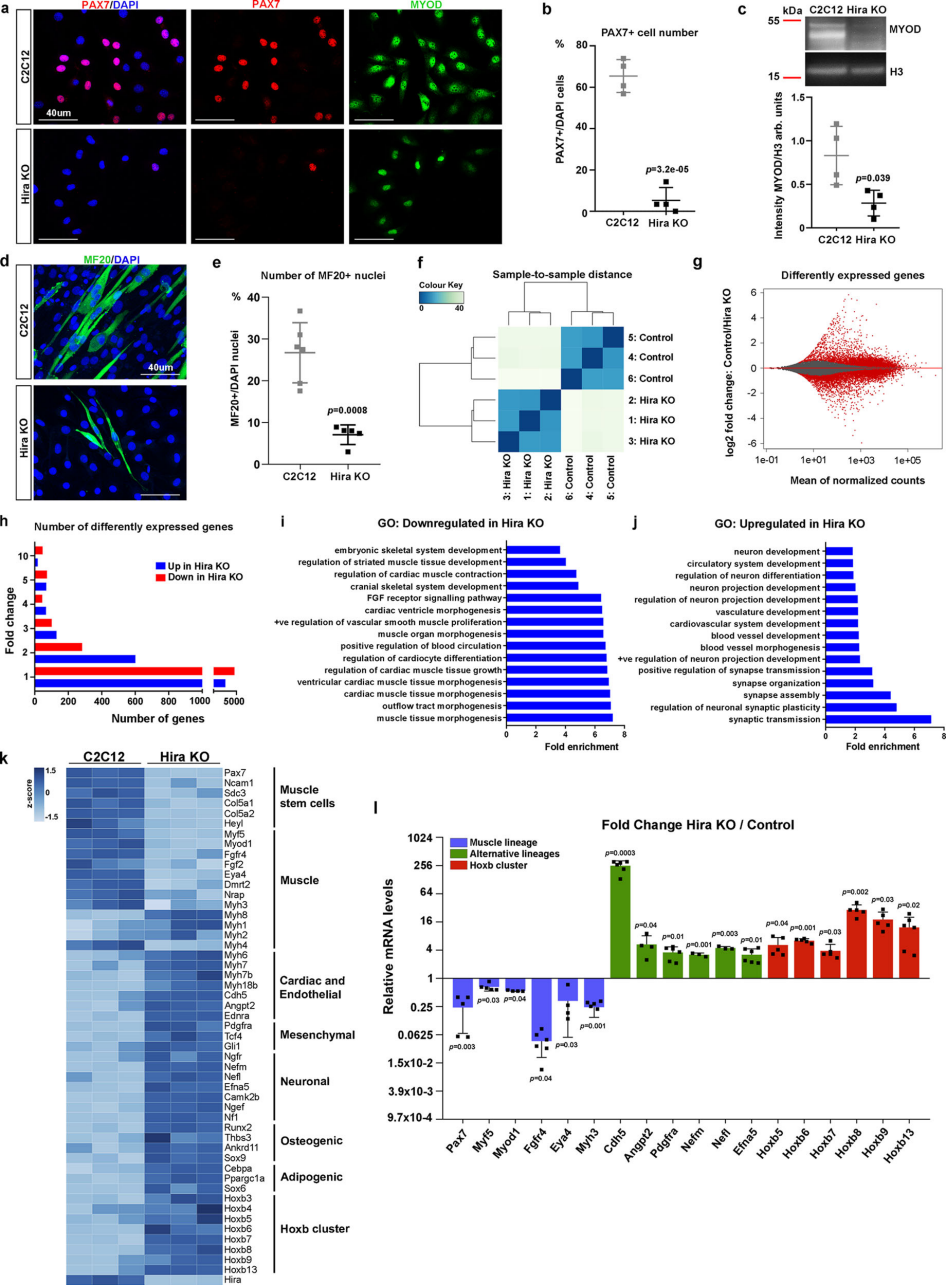
HIRA is required to maintain myogenic cell identity. **a** Co-immunostaining with PAX7 (red) and MYOD (green) antibodies and the nuclear marker DAPI (blue) in C2C12 and *Hira*-KO cell lines. **b** Quantification of the number of PAX7-positive cells among DAPI-positive cells in **a** (*n* = 4 control and *n* = 4 cKO independent culture experiments). Error bars, mean ± SD, two-tailed unpaired *t*-test. **c** Western blot for MYOD and H3 (control) in C2C12 (*n* = 4 independent protein samples) and *Hira* KO (*n* = 4 independent protein samples). Uncropped blots in Source Data. Quantification of the signal intensity performed in four independent blots, comparing samples within each blot (bottom, arb. units: arbitrary units). Error bars, mean ± SD, two-tailed unpaired *t*-test. **d** Immunostaining with MF20 antibody (green) to visualize myosins and the nuclear marker DAPI (blue) in C2C12 and *Hira*-KO cell lines. **e** Quantification of the number of MF20-positive nuclei among DAPI-positive nuclei in **d** (C2C12 *n* = 6, *Hira* KO *n* = 5, independent differentiation assays). Error bars, mean ± SD, two-tailed unpaired *t*-test. **f** Differential expression analysis of the C2C12 (*n* = 3 independent RNA samples) and *Hira* KO (*n* = 3 independent RNA samples) RNA-seq samples. **g** MA-plot of C2C12 over *Hira*-KO RNA-seq data. Significantly dysregulated genes are highlighted in red (FDR < 0.05). **h** Number of upregulated (4920 genes, blue) and downregulated (5377 genes, red) genes in *Hira* KO compared to C2C12. **i**, **j** Gene ontology analysis for biological processes of the downregulated (**i**) and upregulated (**j**) genes. Selected enriched terms are presented according to the fold enrichment. **k** Heatmap with the normalized reads per gene of C2C12 and *Hira*-KO RNA-seq data in individual triplicates. **l** RT-qPCR analyses of the mRNA levels of selected genes from the C2C12 RNA-seq performed in control and *Hira*-KO cells (*n* = 6 for Fgfr4, Cdh5, Pdgfra, Efna5, Hoxb13; *n* = 5 Pax7, Myf5, Myh3, Hoxb5, Hoxb6, Hoxb7, Hoxb8, Hoxb9; *n* = 4 Myod1, Eya4, Angpt2; *n* = 3 Nefm, Nefl; independent RNA samples). For each gene, the mRNA levels of the control cells were normalized to 1. Muscle lineage (blue), alternative lineages (green), and Hoxb cluster (red). Error bars, mean ± SD, two-sided unpaired *t*-test. Scale bars, 40 μm.

### H3.3 deposition by HIRA maintains H3K27ac mark in myogenic gene loci

We next evaluated whether the maintenance of skeletal muscle lineage identity is linked with the histone chaperone activity of HIRA and H3.3 incorporation. In order to determine if the deletion of *Hira* had an impact on the H3.3 incorporation in the genome, we performed H3.3 chromatin immunoprecipitation (ChIP) followed by sequencing (ChIP-seq) in proliferating *Hira-*deficient and control cells (cultured in high serum-containing medium and at low density). Genome-wide analysis showed a tenfold reduction in the H3.3 genomic deposition in the absence of *Hira* compared to control cells (38439 vs. 3744 detected peaks) (Fig. 2a). In addition, we observed that in myoblasts lacking *Hira* the number of H3.3 peaks is evenly decreased across genomic loci (Fig. 2b), suggesting a global pattern for H3.3 incorporation by HIRA in the genome of C2C12 cells, in contrast to findings in ESCs^8,14,16^. To investigate the H3.3 deposition pattern in muscle cells, we plotted the H3.3 average intensity signal along the promoter (±3 kb around the TSS), TSS and gene bodies in control and *Hira*-KO cells. We observed that H3.3 signal is diminished in *Hira*-KO cells when analyzing all protein-coding genes (Fig. 2c). To evaluate if decreased H3.3 deposition is linked with gene expression, we analyzed H3.3 average signal in upregulated or downregulated genes of the *Hira*-KO cell line compared with control cells. This analysis demonstrated that reduced H3.3 incorporation in promoters and TSS is specifically associated with genes that are downregulated in *Hira* KO but not with genes that are upregulated, the latter displaying H3.3 levels similar to control (Fig. 2c). In addition, we confirmed that skeletal muscle genes (GO:0007519) in *Hira* KO follow the same pattern of H3.3 levels as the downregulated genes (Fig. 2c). Given that incorporation of H3.3 is required for acetylation and promoter-distal enhancer (±3 kb around the TSS) activity in ESCs^14^ we further analyzed the distribution of the acetylated histone H3 Lys27 (H3K27ac) that is associated with active enhancers and promoters^17^, in *Hira*-deficient and control myoblasts using ChIP-seq. While H3K27ac modification was not altered in average when examined across all protein-coding genes, specific enrichment was observed in upregulated genes and conversely, downregulated genes showed decreased H3K27ac levels (Fig. 2d). This result suggests that loss of H3.3 incorporation in promoters and TSS of downregulated genes correlates with the loss of transcriptionally permissive H3K27ac mark (Fig. 2d). As actively expressed genes have been shown to reside within accessible chromatin, we performed an assay for transposase-accessible chromatin sequencing (ATAC-seq) to determine if the chromatin accessibility is modified in muscle genes when *Hira* is deleted in myogenic cells compared with controls. The chromatin accessibility was greatly decreased in *Hira* KO compared to control cells as shown by the reduced ATAC-seq peaks (Supplementary Fig. 2a, b). This decreased accessibility is likely due to the replacement of H3.3 by H3.1 upon loss of HIRA (Supplementary Fig. 2e, f). In addition, we observed that both H3.3 incorporation and H3K27ac histone modification were strongly reduced at sites where ATAC-seq peaks were lost in *Hira*-KO cells, demonstrating that H3.3 and H3K27ac modification are associated with open chromatin genomic regions (Fig. 2e, f). Since we detected a specific loss in the expression of myogenic-related genes in *Hira*-deficient cells, we further analyzed H3.3 enrichment at muscle-specific loci. The regulatory regions of *Pax7* have not been characterized, but putative enhancer regions have been identified by H3K27ac ChIP-seq in quiescent satellite cells^18^. We first scanned *Pax7* locus for H3.3 deposition and H3K27ac at opened chromatin sites in control cells. Strikingly, all detected regions presented a common pattern for H3.3, H3K27ac, and ATAC-seq peaks in myogenic cells and lost all of these marks in the absence of HIRA (Fig. 2g). We next analyzed the genomic regions of muscle stem cells and myogenic markers downregulated in *Hira*-deficient cells (Fig. 1k). These include the satellite cell markers *Pax7* (Fig. 2g), *Heyl* (Fig. 2h), *Col5a1* (Fig. 2i), *Sdc3* (Supplementary Fig. 2c), the previously identified regulatory regions of *Dmrt2* (−18 kb) (Fig. 2j), *Myod1* (−20 kb) (Fig. 2k), and *Fgfr4* (+19.2 kb) (Fig. 2l)^19–21^, as well as *Eya4* (Fig. 2m) and *Fgf2* (Supplementary Fig. 2d). We observed that all these muscle stem cell and muscle-specific regulatory regions presented H3.3 incorporation associated with H3K27ac histone mark at open chromatin sites in C2C12 myogenic cells (Fig. 2g–m, Supplementary Fig. 2c, d). Consistently, H3.3 incorporation, H3K27ac modification, and ATAC-seq peaks are abrogated in *Hira-*deleted cells (Fig. 2g–m, Supplementary Fig. 2c, d). Combining the analysis of the RNA-seq, ChIP-seq, and ATAC-seq in control and *Hira*-KO cells we conclude that the incorporation of H3.3 by HIRA is required for chromatin accessibility and H3K27 histone acetylation at regulatory regions of PAX7 and myogenic-specific genes in order to maintain their expression in the muscle lineage.

**Fig. 2:**
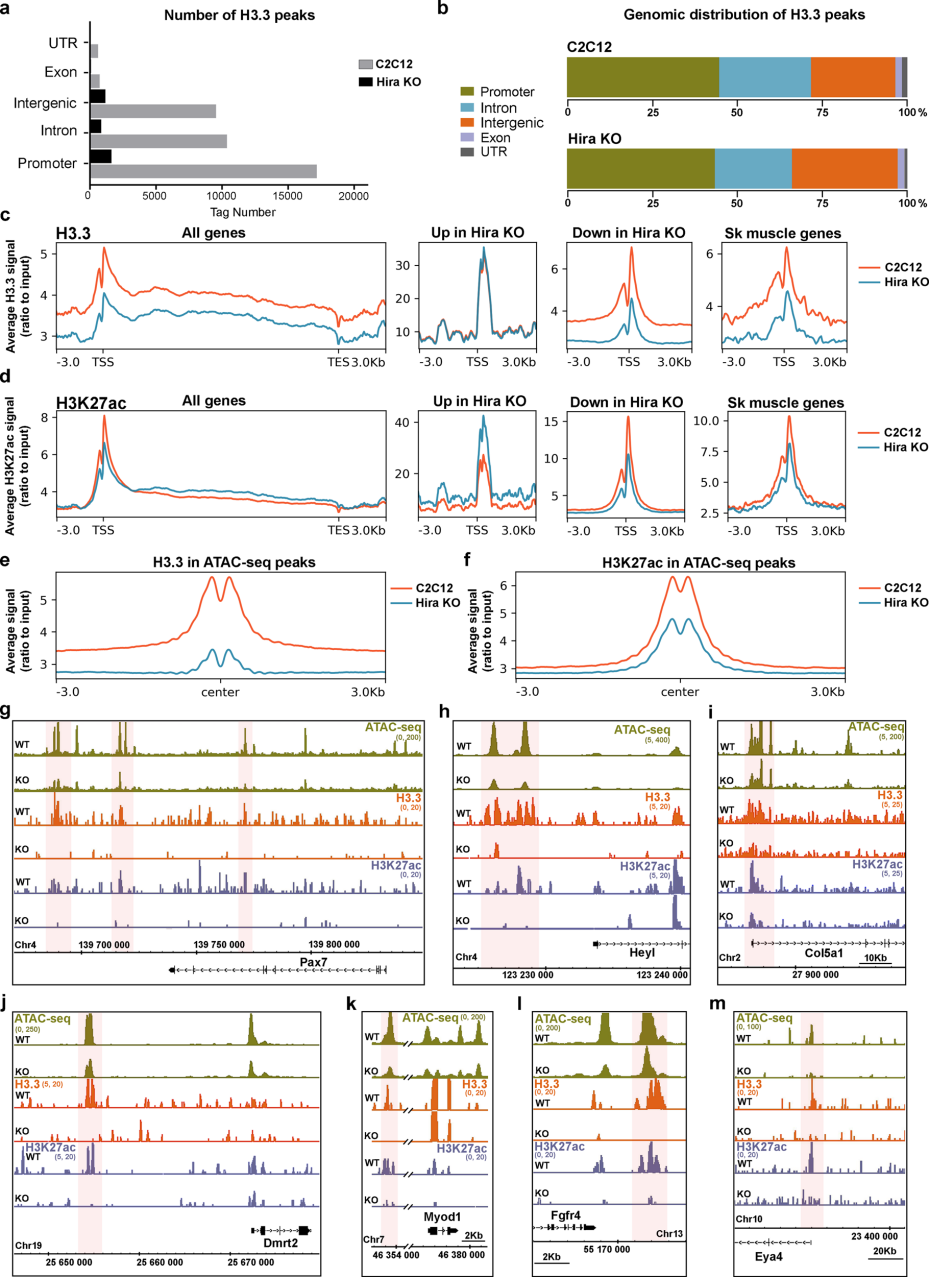
Loss of H3.3 in muscle gene regulatory regions in *Hira*-deficient cells. **a** Total number of H3.3 called peaks (tag number) (*q*- value = 5e−2) in the ChIP-seq of C2C12 (gray, 38439 peaks) (*n* = 1) and *Hira*-KO cells (black, 3744 peaks) (*n* = 1). **b** Percentage of the total number of H3.3 peaks distributed in distinct genomic regions as indicated in C2C12 or *Hira*-KO cells. **c**, **d** ChIP-seq average signal profiles (ratio to input) in the promoter region (±3 kb around the TSS), TSS, gene body, and TES for H3.3 (**c**) and H3K27ac (**d**) in C2C12 (orange) and *Hira* KO (blue) shown for all genes, upregulated genes in *Hira* KO, downregulated in *Hira*-KO and skeletal muscle genes (GO:0007519). **e**, **f** ChIP-seq average signal profiles (ratio to input) of H3.3 (**e**) and H3K27ac (**f**) plotted on the control ATAC-seq peaks in C2C12 (orange) and *Hira* KO (blue). **g**–**m** ATAC-seq (green), ChIP-seq profiles for H3.3 (orange), and H3K27ac (gray) in the genomic loci of *Pax7* (**g**), *HeyL* (**h**), *Col5a1*(**i**), *Dmrt2* (**j**), *Myod1* (**k**), *Fgfr4* (**l**), and *Eya4* (**m**).

### *Hira*-deficient satellite cells lack regenerative capacity

To demonstrate if HIRA is also required to preserve myogenic stem cell identity in vivo, we analyzed the consequences of ablating *Hira* in activated and proliferating satellite cells. To specifically delete *Hira* in adult muscle stem cells we inter-crossed *Pax7*^*CreErt2*^ and *Hira*^*fl/fl*^ mouse lines^22,23^. Skeletal muscle satellite cells from adult *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ mice treated with tamoxifen diet for 2 weeks displayed a sharp decrease in *Hira* expression (80%) and HIRA protein was not detected compared with control *Pax7*^*CreErt2*^;*Hira*^*fl/+*^ mice, without affecting DAXX (Supplementary Fig. 3a, b). Because muscle stem cells reside in a quiescence state in homeostasis, we performed injury experiments in the *Tibialis anterior* (TA) muscles using BaCl_2_ injection (Fig. 3a) that efficiently triggers satellite cell activation and muscle regeneration^24^. We analyzed the impact on regeneration 7 days post injury (dpi), to allow amplification of the proliferating satellite cell pool after activation, and at 28 dpi when the regeneration is completed^3^. At 7 dpi the number of PAX7-positive cells was significantly reduced in the conditional knockout (cKO) mice when normalized to the fiber number (Fig. 3b, c). Since HIRA regulates PAX7 expression (Fig. 1k, l), we further used M-Cadherin as a satellite cell marker and confirmed that the number of M-Cadherin-associated nuclei is decreased in the absence of HIRA in satellite cells, 7 dpi (Fig. 3d, e). At 28 dpi, the number of PAX7-positive cells in the *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ muscles was further reduced compared to 7 dpi (Fig. 3f, g), showing that satellite cells lacking *Hira* are unable to replenish the muscle stem cell pool after muscle injury. Similar results were obtained 28 dpi in *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ muscles when satellite cell number was normalized per area (Supplementary Fig. 3c, d), confirming the lack of capacity for the regenerating muscle to maintain the satellite cell pool. Consistently, the number of M-Cadherin-positive associated nuclei at 7 dpi, normalized to the unit area, was significantly decreased when *Hira* is deleted in satellite cells (Supplementary Fig. 3e). Consistent with the in vitro myogenic cell analysis, proliferation and cell death rates were not significantly affected in *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ satellite cells (Supplementary Fig. 3f–h). Loss of satellite cells in *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ injured muscles was associated with severely impaired regeneration capacity as shown by the high number of newly formed fibers 7 dpi labeled with embryonic myosin heavy chain (MYH3) antibody (Fig. 3h, i) and the failure to generate fibers of large cross-sectional area 28 dpi (Fig. 3j, k). These data demonstrate that muscle satellite cells lacking *Hira* fail to preserve the muscle stem cell pool and to efficiently regenerate damaged skeletal muscle.

**Fig. 3:**
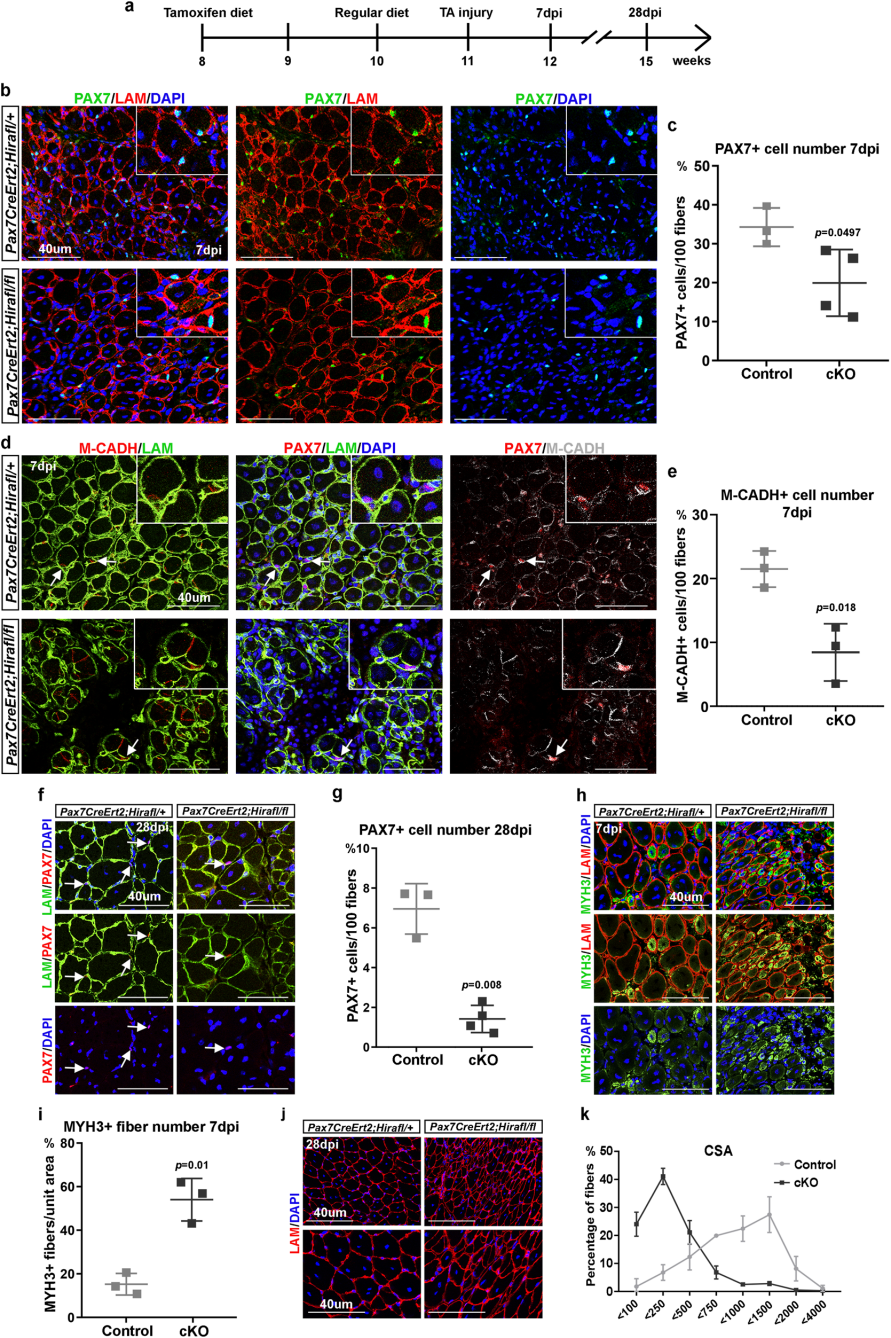
*Hira*-depleted satellite cells fail to regenerate injured muscle. **a** Schematic representation of experimental timeline. **b** Co-immunostaining using PAX7 (green), Laminin (LAM, red) and the nuclear marker DAPI (blue) in *Pax7*^*CreErt2*^*;Hira*^*fl/+*^ and *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ TA muscles 7 dpi. **c** Quantification of the PAX7-positive cell number per 100 fibers of **b** (control *n* = 3 mice, cKO *n* = 4 mice). Error bars, mean ± SD, two-sided unpaired *t*-test. **d** Co-immunostaining using PAX7 (red), M-Cadherin (M-CADH, red: first panel; gray: last panel), Laminin (LAM, green) and the nuclear marker DAPI (blue) in *Pax7*^*CreErt2*^*;Hira*^*fl/+*^ and *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ TA muscles 7 dpi. Arrows indicate M-CADH-positive cells. **e** Quantification of the M-CADH-positive cell number per 100 fibers in **d** (control *n* = 3 mice, cKO *n* = 3 mice). Error bars, mean ± SD, two-sided unpaired *t*-test. **f** Co-immunostaining using PAX7 (red), Laminin (LAM, green), and the nuclear marker DAPI (blue) in *Pax7*^*CreErt2*^*;Hira*^*fl/+*^ and *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ TA muscles 28 dpi. Arrows indicate PAX7-positive cells. **g** Quantification of the PAX7-positive cell number per 100 fibers in **f** (control *n* = 3 mice, cKO *n* = 4 mice). Error bars, mean ± SD, two-tailed unpaired *t*-test. **h** Co-immunostaining using MYH3 (green), Laminin (LAM, red), and the nuclear marker DAPI (blue) in *Pax7*^*CreErt2*^*;Hira*^*fl/+*^ and *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ TA muscles 7 dpi. **i** Quantification of the MYH3-positive fibers per area in **h** (control *n* = 3 mice, cKO *n* = 3 mice). Error bars, mean ± SD, two-tailed unpaired *t*-test. **j** Immunostaining using Laminin (LAM, red) and the nuclear marker DAPI (blue) in *Pax7*^*CreErt2*^*;Hira*^*fl/+*^ and *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ TA muscles 28 dpi. **k** Quantification of the CSA in **j** as percentage of total fibers (control *n* = 3 mice, cKO *n* = 3 mice). Error bars, mean ± SD. Scale bars, 40 μm.

### *Hira*-deficient satellite cells lose myogenic cell identity

Satellite cells lacking *Hira* are unable to sustain muscle regeneration. 

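RNA-seq was performed on satellite cells, the muscle stem cells that repair muscle after injury, from 3 control samples (Pax7CreErt2;Hira fl/+) and 3 cKO samples (Pax7CreErt2;Hira fl/fl). The sample labels describe the controls as wild type, and the genotype used here is the paper's. The cells were sorted 5 days post-injury and cultured for 48 h before RNA extraction. Ribosomal RNA was removed from 400 ng of total RNA, and single-end reads of 75 bp were sequenced. The authors aligned the reads to mm10 with Bowtie2, which does not split reads over introns, and counted reads per gene with featureCounts; the paper's text does not name the strand setting or the treatment of reads that match several genes. The deposited counts are raw. They summed to 56548294, 63323577 and 61396124 reads in control replicates 1, 2 and 3, and to 47944477, 59150130 and 55830928 reads in cKO replicates 1, 2 and 3, with medians of 61396124 and 55830928. From these counts, genes were kept by edgeR's filterByExpr, scaled by the TMM method and compared between cKO and control with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 22404 genes tested. No pair of replicates held the same library, since their counts differed by more than sampling noise.
The targeted gene was examined first. Hira (ENSMUSG00000022702) lies on chromosome 16 of mm10 from 18877037 to 18970309. It had 375, 348 and 341 counts in the control samples and 161, 293 and 272 counts in the cKO samples. This is 5.95 ± 0.645 CPM (counts scaled to the TMM-adjusted library total of the genes kept) in control (SD, n = 3) and 4.36 ± 0.882 CPM in cKO (SD, n = 3). The log2 fold change was -0.43 (standard error 0.12, adjusted p = 0.0237 from edgeR's quasi-likelihood test), and every cKO sample lay below every control sample. Without control replicate 1 the adjusted p was 0.104, with a log2 fold change of -0.34. Of the exonic bases of Hira, 44.7% overlap another annotated gene on the same strand, so its counts are uncertain by the reads assigned to that gene.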

In order to analyze if *Hira*-deficient muscle stem cells display an alteration of lineage-specific gene expression, as observed in C2C12 cells, we performed RNA-seq on 5 dpi FACS-isolated satellite cells from control (*Pax7*^*CreErt2*^*;Hira*^*fl/+*^) and cKO (*Pax7*^*CreErt2*^*;Hira*^*fl/fl*^) mice. Sorted satellite cells were further cultured for 48 h to homogenize the stem cell population and ensure activation of all cells. 

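With an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3549 of the 22404 genes differed between control and cKO samples: 2101 were upregulated and 1448 were downregulated in cKO. Most differences were small. The absolute log2 fold change was under 1 for 88.7% of these genes, and the median was 0.41 for upregulated and -0.20 for downregulated genes. A log2 change of at least 1 was found for 371 upregulated and 31 downregulated genes. The small changes could be detected because the replicates were close to each other, with a biological coefficient of variation of 3.92%. Of all genes tested, 7118 (31.8%) had every cKO sample on the same side of every control sample in CPM, against 10% by chance for 3 samples against 3. Apart from stricter thresholds, the number of downregulated genes moved most when control replicate 1 was left out, which gave 1680 upregulated and 917 downregulated genes. Scaling by total counts alone gave 2462 upregulated and 1057 downregulated genes, so that 70.0% of the changed genes were upregulated in place of 59.2%. In the authors' deposited table, 2859 genes have an adjusted p under 0.05. Of these, 1599 upregulated and 1213 downregulated genes were called in the same direction here, and 0 in the opposite direction.
The Euclidean distance between samples, on log2 CPM over the genes tested, was 40.4 to 42.9 between control samples and 42.9 to 47.0 between cKO samples. Between a control and a cKO sample it was 53.8 to 58.1, and all 9 such pairs were farther apart than any pair within a group. The 3 samples against 3 cannot give a permutation p below 0.1.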

We observed expression changes in 2925 genes when comparing control and cKO samples (1297 downregulated and 1628 upregulated) (Fig. 4a, b). 

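Gene ontology annotation was not used here. Lists of marker genes, written by hand and distinct from the ontology terms, were compared between cKO and control with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 21 lists. The list of skeletal sarcomere genes had a median log2 fold change of -0.17 in cKO, with 34 of 39 genes lower (adjusted p = 9.3e-07); without cKO replicate 2 the median was -0.11. Myogenic commitment genes had a median of -0.15, with 16 of 18 genes lower (adjusted p = 9.3e-07). Satellite cell genes had a median of -0.11, with 13 of 22 lower (adjusted p = 0.0306), and neuromuscular junction genes a median of -0.06, with 9 of 14 lower (adjusted p = 0.0316). Fig. 4e also shows 6 of the 22 satellite cell genes and 4 of the 18 myogenic commitment genes. These 2 lists are therefore not independent of the paper's choice of genes, and they were not tested without the shared genes. The neuromuscular junction median was -0.036 without control replicate 2 and -0.094 without control replicate 3. Myoblast fusion genes went both ways, with 8 of 18 lower and a median of 0.03 (adjusted p = 0.652), which was -0.011 without control replicate 3. Of the 15 lists that passed the threshold, 13 also passed with limma's fry and 0 passed with camera when the correlation was estimated from the data. The sarcomere list was among those that fry did not retain (adjusted p = 0.0838).
Single genes of these lists changed by more than the spread between replicates in edgeR's quasi-likelihood test. Ttn (ENSMUSG00000051747, chromosome 2, 76703980 to 76982547) fell from 13807 ± 307 CPM in control to 10039 ± 225 CPM in cKO (SD, n = 3 each), a log2 fold change of -0.46 (standard error 0.03, adjusted p = 8.6e-08). Mstn (ENSMUSG00000026100, chromosome 1, 53061640 to 53068079) fell from 20.3 ± 0.214 to 13.2 ± 1.25 CPM, a log2 fold change of -0.63 (standard error 0.06, adjusted p = 3.6e-06). The log2 fold change was -0.33 for Neb, -0.31 for Mef2c and -0.25 for Musk. The fusion genes Mymk and Mymx were lower in cKO, with log2 fold changes of -0.24 and -0.29.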

Gene ontology analysis of downregulated genes in satellite cells lacking *Hira* included terms related to skeletal muscle satellite cell differentiation, fiber development, and regeneration (Fig. 4c). In contrast, gene ontology of upregulated genes was linked to angiogenic, cardiac, and endothelial processes, which suggests an increase in the expression of alternative lineage genes in the absence of HIRA in satellite cells (Fig. 4d). These results are consistent with the C2C12 gene ontology analysis (Fig. 1i, j). 

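Marker lists of other lineages were higher in cKO. The cardiac list had a median log2 fold change of 0.33, with 9 of 10 genes higher (adjusted p = 8.9e-05) and a median of 0.54 without control replicate 1, and the endothelial list a median of 0.45, with 20 of 25 higher (adjusted p = 9.4e-06, both from camera). Of the endothelial genes, 11 were upregulated on their own in edgeR's quasi-likelihood test. Fibroblast genes had a median of 0.42 with 19 of 22 higher (adjusted p = 4.2e-09), smooth muscle and pericyte genes 0.30 with 12 of 13 higher (adjusted p = 8.0e-06), adipogenic genes 0.32 with 8 of 9 higher (adjusted p = 0.000103) and neuronal genes 0.51 with 9 of 11 higher (adjusted p = 0.00104). The macrophage list rose most among the lists tested, with a median of 1.06 and 24 of 25 genes higher (adjusted p = 4.8e-22); the exception was Cd163, with a log2 fold change of -0.07. Skeletogenic genes had a median of 0.00, with 7 genes higher and 7 lower (adjusted p = 0.565), and from -0.10 to 0.059 with each sample left out in turn. Endothelial genes were highest in cKO replicate 2 for 19 of 25 genes, and with each sample left out in turn the median of the list was 0.28 (without that replicate) to 0.51. Among single endothelial genes, Flt1 (ENSMUSG00000029648, chromosome 5, 147561604 to 147726011) rose from 5.65 ± 0.600 CPM in control to 12.2 ± 0.308 CPM in cKO (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.07, adjusted p = 5.6e-08 from edgeR). Kdr, which encodes a VEGF receptor, had a log2 fold change of 0.78 (standard error 0.15, adjusted p = 0.0015), while that of Tek was 0.09 (standard error 0.21, adjusted p = 0.85). From the processes linked to the upregulated genes, the paper proposes that alternative lineage genes are expressed more in satellite cells without HIRA. It also reports RT-qPCR of Cdh5, Angpt2 and Pdgfra, and VE-Cadherin staining of isolated cKO satellite cells. Neither was analysed here.

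**Figure D1:**
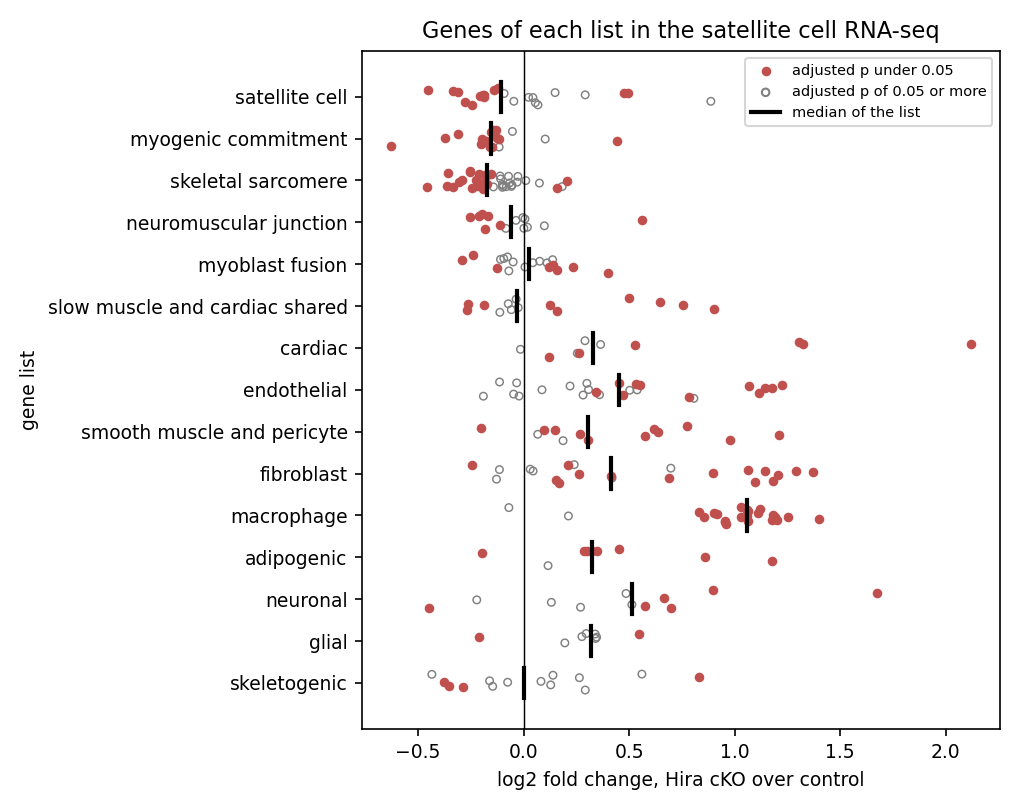
Log2 fold change of cKO over control for every tested gene of 15 lists, from edgeR with 3 control and 3 cKO samples. Each point is a gene, filled where its adjusted p is under 0.05, and the black line is the median of the list, from -0.17 for skeletal sarcomere genes to 1.06 for macrophage genes.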

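The heatmap of Fig. 4e holds 20 marker genes besides Hira. All 20 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test over all genes, in the direction of the figure, and 20 did so when adjusted over the list alone. The paper's text does not state how these genes were chosen, and as the figure shows them in these samples, the count is not treated as independent evidence. The 10 muscle genes (Pax7, Heyl, Col5a3, Sdc3, Ncam1, Myf5, Myod1, Fgfr4, Eya4 and Dmrt2) had log2 fold changes from -0.37 to -0.14, and the 10 genes of other lineages (Myh6, Myh7, Myh7b, Cdh5, Angpt2, Nefm, Cebpa, Foxc2, Pdgfra and Pdgfrb) from 0.30 to 1.68. With each sample left out in turn, 17 to 20 genes kept an adjusted p under 0.05; those that lost it in at least 1 fit were Heyl, Dmrt2 and Cdh5.
Among the muscle genes, Myf5 (ENSMUSG00000000435, chromosome 10 of mm10, 107482908 to 107486134) changed most, from 69.1 ± 1.25 CPM in control to 53.5 ± 1.07 CPM in cKO (SD, n = 3 each), with a standard error of 0.03 and an adjusted p of 1.9e-06 from edgeR. Heyl (chromosome 4, 123233556 to 123249875) had a log2 fold change of -0.24 (standard error 0.07, adjusted p = 0.0272). Without cKO replicate 3 it was -0.16, with an adjusted p of 0.131. The adjusted p of Heyl was also above 0.05 without control replicates 2 (0.0919) and 3 (0.100).
Among genes of other lineages, Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) rose from 23.1 ± 1.31 to 51.0 ± 3.92 CPM, a log2 fold change of 1.15 (standard error 0.06, adjusted p = 2.7e-09). Pdgfrb had a log2 fold change of 0.57, Angpt2 0.53, Foxc2 0.35 and Cebpa 0.30. Nefm (ENSMUSG00000022054, chromosome 14, 68082590 to 68124846) had 25, 20 and 11 counts in control and 42, 61 and 62 in cKO, and 30.5% of the 75-base windows of its transcript also occur in overlapping genes. Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626) rose from 435 ± 4.96 to 614 ± 34.7 CPM and Myh7b (chromosome 2, 155611212 to 155634307) from 38.5 ± 0.863 to 60.3 ± 1.85 CPM, log2 fold changes of 0.50 and 0.65. Myh6 (ENSMUSG00000040752, chromosome 14, 54941921 to 54966927) had a log2 fold change of 0.53, but 17.8% of the windows of Myh7 also occur in Myh6, and its counts were 15.3% to 16.2% of those of Myh7 in the 6 samples.
Cdh5 (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511), which encodes VE-Cadherin, had 190, 237 and 211 counts in control and 197, 382 and 234 in cKO. Its log2 fold change was 0.47 (standard error 0.14, adjusted p = 0.0354 from edgeR). Without cKO replicate 2 it was 0.22, with an adjusted p of 0.177. The adjusted p of Cdh5 was also above 0.05 without control replicates 1 (0.0984), 2 (0.0653) and 3 (0.120).

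**Figure D2:**
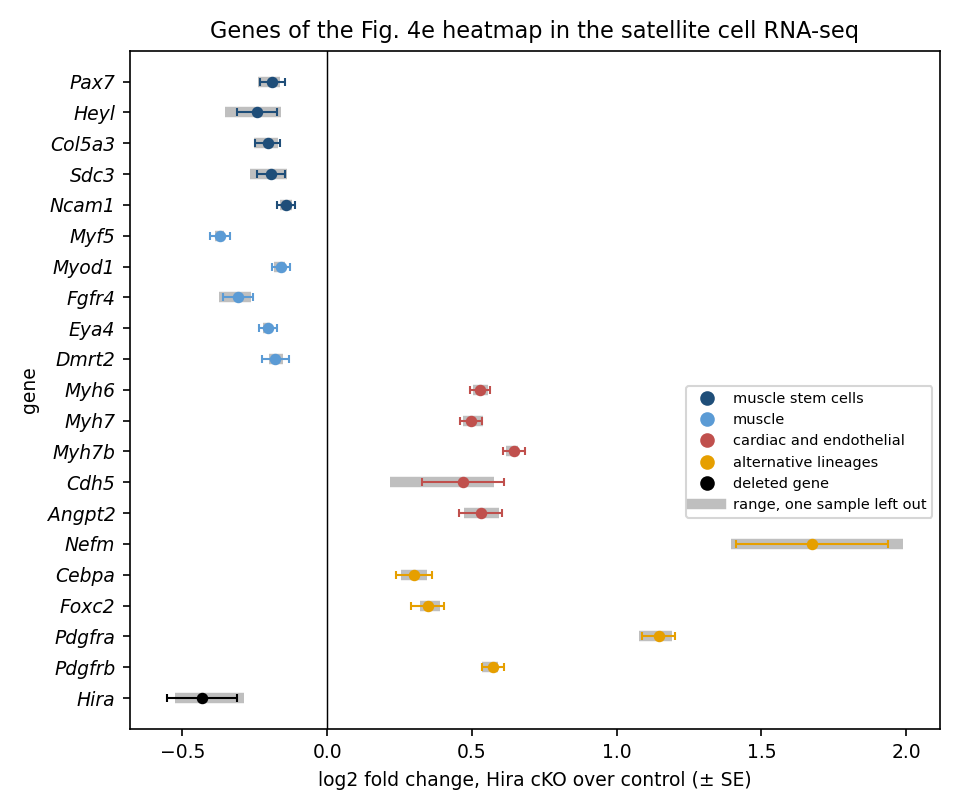
Log2 fold change of cKO over control for the genes of Fig. 4e and Hira. Points with bars are the edgeR estimate over 3 control and 3 cKO samples and a standard error derived from its test statistic. Colours are the groups of the heatmap, and grey bands span the 6 fits that each left out 1 sample. The band of Cdh5 reaches from 0.22 to 0.58.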

In the *Hira*-deficient satellite cells, muscle stem cell markers and myogenic markers are consistently downregulated (Fig. 4e, f), while genes from cardiac, endothelial, and other alternative lineages are upregulated (Fig. 4e, f). Moreover, satellite cells lacking *Hira* display positive VE-Cadherin (*Cdh5* gene) immunostaining (Supplementary Fig. 3i, j). These results suggest that a similar mechanism is operating in C2C12 and in satellite cells to sustain the myogenic identify of these cells. In order to test this, we performed H3.3 ChIP-RT-qPCR in satellite cells and analyzed the known regulatory regions of *Myod1* (−20 kb) and *Fgfr4* (+19.2 kb)^19,20^, the genomic regions of *Pax7* (+62.4 kb) and *Eya4* (−380 bp) that display H3.3 enrichment in C2C12 cells (Fig. 2g, m) and the negative control for H3.3 binding (*Myod1*, −15 kb)^11^. All of these myogenic genes are downregulated in satellite cells (Fig. 4e, f). 

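Myod1 (ENSMUSG00000009471, chromosome 7 of mm10, 46376474 to 46379099) had 780 ± 13.8 CPM in control and 699 ± 18.9 CPM in cKO (SD, n = 3 each), a log2 fold change of -0.16 (standard error 0.03, adjusted p = 0.00225 from edgeR's quasi-likelihood test). Fgfr4 (ENSMUSG00000005320, chromosome 13, 55152640 to 55168759) fell from 55.2 ± 3.22 to 44.5 ± 3.15 CPM, a log2 fold change of -0.31 (standard error 0.05, adjusted p = 0.000634). Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528) was at 39.7 ± 0.770 CPM in control and 34.8 ± 1.83 CPM in cKO, a log2 fold change of -0.19 (standard error 0.04, adjusted p = 0.00656). For Eya4 (ENSMUSG00000010461, chromosome 10, 23102963 to 23350786) the levels were 225 ± 3.40 and 195 ± 3.72 CPM, a log2 fold change of -0.20 (standard error 0.03, adjusted p = 0.000207). In each of these genes every cKO sample was below every control sample, and the adjusted p stayed under 0.05 with each sample left out in turn.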

We observed that similar to C2C12 cells, H3.3 recruitment to the regulatory regions of these genes is lost in *Hira*-deficient satellite cells (Fig. 4g). Taken together, we conclude that H3.3 deposition by HIRA is required to maintain muscle stem cell gene expression and sustain a myogenic identity in satellite cells.

**Fig. 4:**
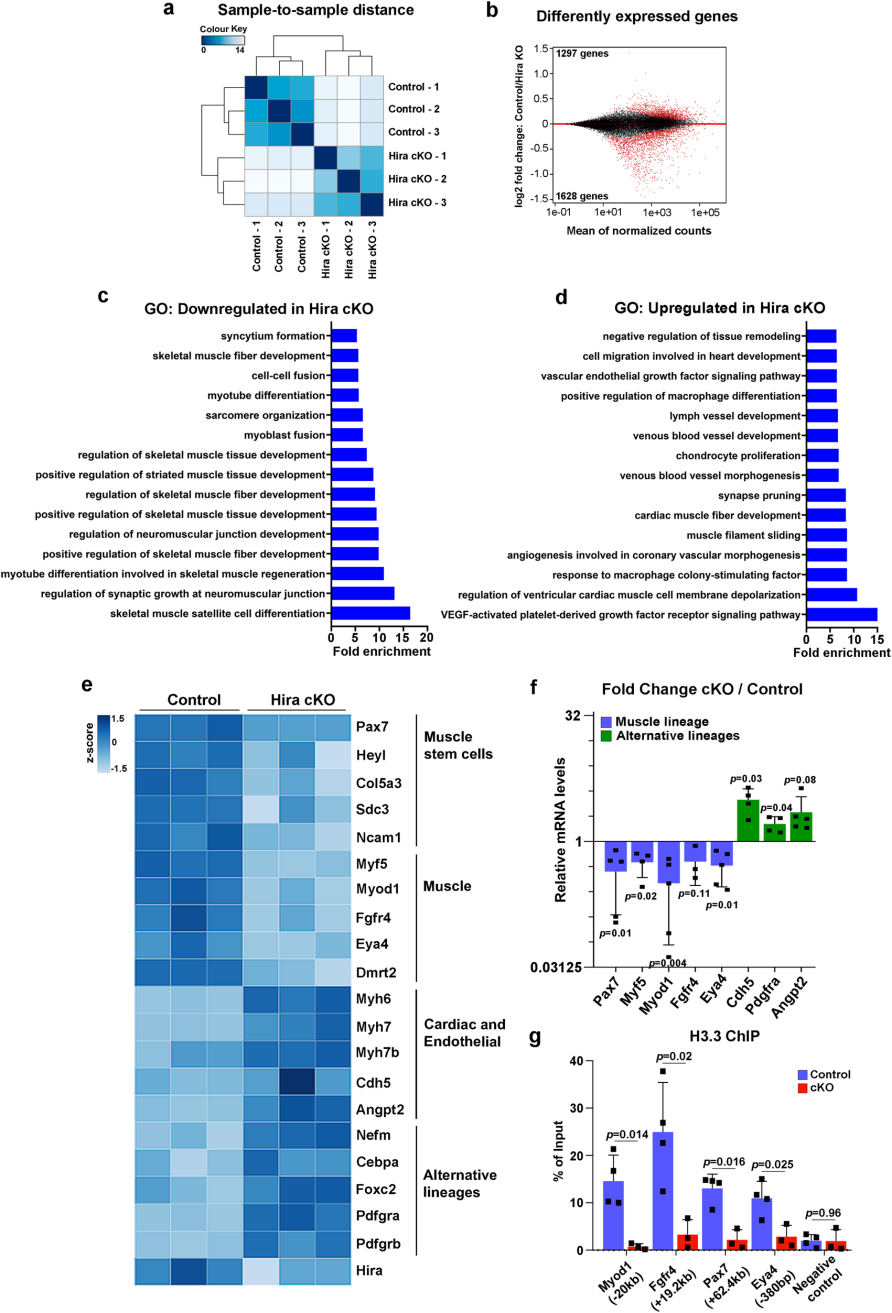
*Hira*-deficient satellite cells lose myogenic identity. **a** Differential expression analysis of the RNA-seq analysis performed in 5 dpi satellite cells (*n* = 3 independent RNA samples for control and cKO). **b** MA-plot of control over *Hira* cKO satellite cells RNA-seq data. Significantly dysregulated genes are highlighted in red (FDR < 0.05). **c**, **d** Gene ontology analysis for biological processes of the downregulated (**c**) and upregulated (**d**) genes in cKO. Selected enriched terms are presented according to the fold enrichment. **e** Heatmap with the normalized reads per gene of control and *Hira* cKO RNA-seq data in individual triplicates. **f** RT-qPCR analyses in satellite cells (5 dpi) from *Pax7*^*CreErt2*^*;Hira*^*fl/+*^ and *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ (*n* = 5 mice for Pax7, Myod1, Eya4, Angtp2; *n* = 4 mice for Myf5, Cdh5, Pdgfra; *n* = 3 mice for Fgfr4). For each gene, the mRNA levels of the control cells were normalized to 1. Error bars, mean ± SD, two-tailed paired *t*-test. **g** ChIP-RT-qPCR for H3.3 in *Myod1* (−20 kb), *Fgfr4* (+19.2 kb), *Pax7* (+62.4 kb), *Eya4* (−380 bp) and the negative control (−15 kb *Myod1*) of control (blue, *n* = 4) and *Hira*-depleted (red, *n* = 3) satellite cells (5 dpi). Error bars, mean ± SD, two-tailed unpaired *t*-test.

### Alternative lineage genes are expressed in *Hira-*KO myoblasts

We identified a significant number of non-myogenic genes that were upregulated in *Hira*-deficient myogenic cells and that were previously shown to be silent in muscle cells, displaying either no histone marks or a bivalent state in C2C12^15^. Bivalent promoters are associated with silent genes characterized by both active H3K4me3 and repressive H3K27me3 histone marks, remaining in a poised state that can be resolved into an active or repressed state upon differentiation^25^. To define the epigenetic status of the genes upregulated in *Hira*-deficient cells, we performed ChIP-seq for H3K4me3 and H3K27me3 in control and *Hira*-mutant C2C12 myogenic cells. We observed that H3K4me3 signal intensity was strongly increased in promoters, TSS, and gene bodies of all protein-coding genes in *Hira*-deficient myogenic cells, while H3K27me3 signal was unchanged (Supplementary Fig. 4a, b). In addition, we analyzed the bivalency-associated marks in the promoter regions of upregulated genes, identifying a disruption of the H3K4me3 and H3K27me3 signal balance consistent with their induced expression (Fig. 5a). In contrast, the promoters of the downregulated genes do not show a bivalent profile in C2C12 or in *Hira*-KO cells (Fig. 5a). The Hoxb cluster, which was strongly upregulated in *Hira*-deficient myogenic cells (Fig. 1k, l), was previously described as presenting only repressive marks in C2C12 cells;^15^ on the contrary, we observed bivalent features at these loci with H3K27me3 and H3K4me3 marks (Fig. 5b), similarly to quiescent satellite cells^26^. Upon *Hira* deletion, the Hoxb cluster showed a concomitant increase in H3K4me3 modification and loss of H3K27me3 mark (Fig. 5b). Other bivalent genes, associated with adipogenic fate (*Sox6*, *Cebpa*) had increased H3K4me3 signal in their promoters but did not display modifications in H3K27me3 upon *Hira* deletion, indicating, together with the general absence of H3K27me3 changes in all genes, that the major histone mark associated with activation and expression of the bivalent genes is H3K4me3 (Supplementary Fig. 5c, d). Upregulated genes in *Hira*-deficient cells belonging to neuronal (*Nefl, Nefm*), endothelial (*Cdh5*, *Angpt2*), mesenchymal (*Pdgfra*), or osteogenic lineages (*Runx2*) did not display histone marks in myogenic cells (Fig. 5c–f and Supplementary Fig. 4e, f), associated with an absence of RNA expression of these genes. However, upon *Hira* deletion, these genes acquired H3K4me3 marks and became expressed (Fig. 5c–f and Supplementary Fig. 4e, f). Since MLL1/MLL2 methyltransferase complex is responsible for H3K4 trimethylation^27^, we investigated if this complex mediated the activation of alternative lineage genes in myogenic cells depleted of *Hira*. We analyzed the expression of *Mll1* (*Kmt2a*) and *Mll2* (*Kmt2b*) genes in *Hira*-deficient cells and found that they were upregulated 1.9- and 1.5-fold, respectively, compared with controls (Fig. 5g, h). To investigate if the upregulation of *Mll1/Mll2* genes is promoting the expression of alternative lineage genes when *Hira* is deleted in myogenic cells, we knocked out either *Mll1* or *Mll2* in *Hira*-deficient cells (Supplementary Fig. 4g, h). Deleting *Mll1* or *Mll2* significantly decreased their RNA levels and both *Hira*/*Mll1* dKO and *Hira*/*Mll2* dKO lacked MLL1 protein (Supplementary Fig. 4g, h). Strikingly, abolishing *Mll1* or *Mll2* expression in *Hira* mutant cells prevented the expression of non-myogenic lineage genes (*Cdh5*, *Nefl*, *Nefm*) and Hoxb cluster gene *Hoxb13* (Fig. 5i). The expression levels of *Pax7*, shown to be regulated by MLL1 in activated satellite cells^28^ were partially rescued in *Hira/Mll1* and *Hira/Mll2* dKO cell lines compared to *Hira* KO alone (Supplementary Fig. 4i). To evaluate if the expression of non-myogenic genes was linked to the H3K4 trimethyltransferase activity of MLL1/MLL2, we performed H3K4me3 ChIP-RT-qPCR and analyzed the promoter regions of *Cdh5*, *Nefl*, and *Hoxb13*. We confirmed that at these loci the enrichment of the H3K4me3 histone mark was reduced in *Hira*/*Mll1* dKO cells compared to *Hira* mutant cells (Fig. 5j), confirming that increased H3K4me3 is linked to MLL1/MLL2 expression. Since H3K4me3 histone modification is increased across the genome in *Hira*-KO cells both in genes that are upregulated and downregulated (Supplementary Fig. 4a), we asked whether other histone modifications could be associated with the expression of alternative lineage genes. Since loss of H3.3 and decreased H3K27ac modification in myogenic gene loci is associated to decreased expression in *Hira*-KO cells, we asked whether acetylation in promoter regions of alternative lineage genes could be associated with their activation. Thus, we performed H3-acetyl ChIP-RT-qPCR (that recognizes acetylation in all N-terminal residues of H3 histones) at the promoter regions of *Cdh5*, *Nefl*, and *Hoxb13*. We observed that in *Hira* mutant cells, promoters of alternative lineage genes and Hox genes display an increased acetylation compared with control cells (Fig. 5k). Taken together these data demonstrate that, HIRA is required to prevent the expression of silent alternative non-myogenic lineage genes by (1) inhibiting *Mll1*/*Mll2* expression and consequently preventing the H3K4 methyltransferase activity of these proteins and by (2) preventing acetylation of H3 histones at promoter regions of those genes.

**Fig. 5:**
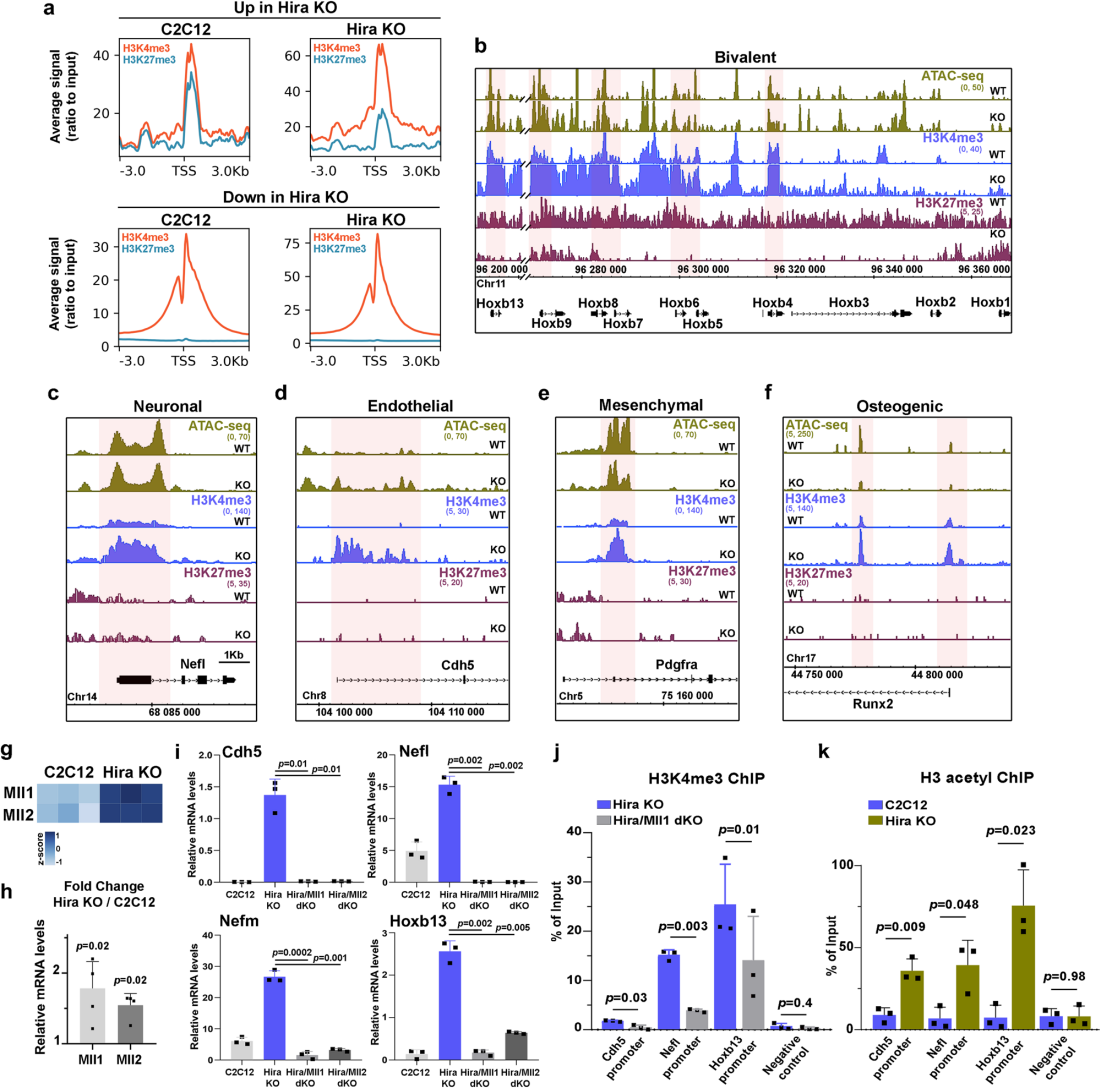
Activation of alternative lineage genes in *Hira*-KO cells is dependent on MLL1/MLL2 complex. **a** ChIP-seq average signal profiles (ratio to input) in the promoter region (±3 kb around the TSS) and TSS for H3K4me3 and H3K27me3 in C2C12 and *Hira* KO, plotted with the upregulated or the downregulated genes (*n* = 1). **b**–**f** ATAC-seq (green) and ChIP-seq profiles for H3K4me3 (blue) and H3K27me3 (dark red) in the Hoxb cluster (**b**) and in the genomic loci of *Nefl* (**c**), *Cdh5* (**d**), *Pdgfra* (**e**), and *Runx2* (**f**) genes. Gene lineages are indicated. **g** Heatmap with the normalized reads per gene of C2C12 and *Hira*-KO RNA-seq data for *Mll1* and *Mll2*. **h** RT-qPCR analyses of the mRNA expression levels of *Mll1* (light gray) and *Mll2* (dark gray) in C2C12 (*n* = 4 independent RNA samples) and *Hira* KO (*n* = 4 independent RNA samples) cells. For each gene, the mRNA levels of the control cells were normalized to 1. Error bars, mean ± SD. two-tailed paired *t*-test. **i** RT-qPCR analyses of the mRNA expression levels of *Cdh5*, *Nefl*, *Nefm*, and *Hoxb13*, in C2C12, *Hira* KO, *Hira/Mll1* dKO, and *Hira/Mll2* dKO cells (*n* = 3 independent RNA samples per condition). Error bars, mean ± SD, two-tailed unpaired *t*-test. **j** ChIP-RT-qPCR for the H3K4me3 histone mark on the promoter region of *Cdh5*, *Nefl*, and *Hoxb13* genes and in the negative control (intronic region of *Cdh5*) of *Hira* KO (blue) and *Hira/Mll1* dKO (gray) cell lines (*n* = 3 independent biological samples per condition). Error bars, mean ± SD, two-tailed paired *t*-test. **k** ChIP-RT-qPCR for the H3ac (pan-acetyl) histone mark on the promoter region of *Cdh5*, *Nefl*, and *Hoxb13* genes and in the negative control (intronic region of *Cdh5*) of control C2C12 (blue) and *Hira* KO (green) (*n* = 3 independent biological samples per condition). Error bars, mean ± SD, two-tailed unpaired *t*-test.

## Discussion

In the murine myogenic cell line C2C12, it was previously shown that the histone chaperone activity of HIRA is required to deposit H3.3 in the core enhancer region of *Myod1*, to sustain its expression during differentiation^11^. In this myoblast cell line, forced expression of the canonical H3 variant H3.1 disrupts the balance of the H3.3/H3.1 in the nucleosomes, which inhibits myogenic gene expression and suppresses the differentiation potential of the cells^10^. Here we demonstrate that HIRA plays a considerably broader function by providing an appropriate chromatin landscape that promotes muscle gene expression via H3.3 incorporation, which is required to maintain the active transcription-associated mark H3K37ac at myogenic loci.

Whether H3.3 deposition-associated regulation of myogenic gene expression is an intrinsic function of the histone chaperone HIRA or if other factors are involved remains to be determined. The ubiquitous chromodomain helicases CHD1 and CHD2, which are recruited to active chromatin regions associated with TSS and enhancers in a transcription-coupled manner participate in the deposition of H3.3^9,29,30^. Moreover, CHD2 deletion leads to reduced H3.3 occupancy at TSS and enhancers in a human lymphoblast cell line^29^. It was previously shown that MYOD physically interacts with CHD2 and that this interaction is required for H3.3 incorporation in the regulatory regions of myogenic terminal differentiation genes, such as MYOG, regulating their expression^9^. Although CHD1 physically associates with HIRA to mediate H3.3 deposition into chromatin in human lymphoblast cell lines, CHD1 is not involved in H3.3 deposition in *Myod1* promoter or upstream regulatory regions in myogenic cells^11,30^. The H3.3 histone chaperone DAXX regulates the deposition of this histone variant in constitutive heterochromatin but it was also shown to deposit H3.3 in regulatory regions of neuronal genes during development, regulating their expression^7,8,12^. However, the role of DAXX as a histone chaperone of H3.3 during myogenesis remains to be evaluated. Altogether, HIRA appears to be the main histone chaperone required for H3.3 deposition in the myogenic lineage, while CHD2 could act either as a co-factor or incorporate H3.3 at the locus of MYOD downstream target genes.

The epigenetic determinants of lineage-committed adult stem cells are poorly understood compared to those of ESCs. In this study, we identify two major epigenetic differences between the adult myogenic stem cell lineage and what has been identified for ESCs: (1) the drastic transcriptomic changes when HIRA is deleted vs. no changes in ESCs^8,14^ and (2) the general loss of H3.3 deposition in the absence of HIRA in myoblasts vs. loss of H3.3 deposition in specific genomic loci in ESCs^8^. Although the pluripotent transcriptomic state of ESCs can be maintained in the absence of HIRA and depletion of H3.3 in TSS and gene bodies^8^, the deposition of H3.3 in regulatory regions of developmental genes is required for ESCs differentiation into the different germ layers^14,31^. In addition, while the deposition of H3.3 in promoter-distal enhancers (±3 kb around the TSS) of ESCs is required for H3K27 acetylation and enhancer activation, an effect in gene expression is only observed when the cells are triggered to differentiate^14^. These results suggest that H3.3 plays a major role in lineage commitment and maintenance, consistent with our observation that H3.3 is required to preserve myogenic gene expression and lineage potential of skeletal muscle stem cells. Although, it remains to be investigated if this mechanism is specific to the myogenic lineage or also operates in other tissues.

In this study, we combined the analysis of skeletal muscle stem cells with a myogenic cell line (C2C12) to address the requirement of HIRA-H3.3 in the acquisition of myogenic commitment and in its maintenance, respectively. We showed that the deposition of H3.3 by HIRA in myogenic genomic loci is required for gene expression in activated satellite cells upon muscle injury, as well as for the maintenance of muscle identity in already committed cells (C2C12). In vivo deletion of *Hira* reduces satellite cell numbers and severely compromises muscle regeneration. We showed that this is associated with loss of myogenic gene expression and muscle stem cell markers in the absence of HIRA. The percentage of proliferating PAX7-positive cells is not altered in *Hira*-deficient satellite cells, yet we cannot exclude that loss of muscle stem cells could be linked to an unbalanced asymmetric cell division, which is known to be required for replenishing the quiescent pool of satellite cells^32,33^. Given the consistency between the in vivo and in vitro data, we believe that the regeneration impairment phenotype is associated with the transcriptomic changes observed in satellite cells-lacking *Hira* and therefore to the role of HIRA in the maintenance of myogenic identity. Although, an alternative hypothesis in the context of muscle regeneration could be linked to the production of impaired myofibers. Future studies will evaluate the impact of myofiber specific conditional ablation of *Hira* to clarify this point.

We observed a striking and specific loss in muscle stem cell lineage gene expression linked to the decreased H3.3 deposition in *Hira*-deficient cells. Yet, the activation of gene expression from non-muscle lineages in cells depleted for HIRA did not occur through changes in H3.3 deposition at their loci and was associated with the increased and global activity of the H3K4 methyltransferases MLL1 and MLL2. Indeed, the MLL1/MLL2 complex has been shown to play a major role in lineage commitment during development, associated with regulation of Hoxb cluster expression, demonstrating that this methyltransferase complex is associated with the specification of new lineages^34–36^.

In this study, we identified an epigenetic mechanism by which HIRA, via H3.3 incorporation, stabilizes the myogenic identity of muscle stem cells and committed myoblasts by maintaining their gene expression active and by silencing alternative lineage genes through MLL1/MLL2 inhibition. Our study therefore supports a crucial role for HIRA-mediated H3.3 incorporation that subsequently stabilizes the active transcription-associated histone mark H3K27ac in lineage-specific cells to maintain the balanced expression of tissue-specific genes.

## Methods

### Mouse lines

All mice were kept under pathogen-free conditions with a 12 h/12 h light/dark cycle and a constant ambient temperature (22 °C) and humidity (34%). Adult male mice aged between 8 and 12 weeks were used as heterozygous *Pax7*^*CreErt2*^*;Hira*^*fl/+*^ (controls) or homozygous *Pax7*^*CreErt2*^*;Hira*^*fl/fl*^ for the *Hira* floxed allele^22,23^. Animals were handled according to the European Community guidelines, implementing the 3Rs rule. Protocols were validated by the ethic committee of the French Ministry, under the reference number APAFIS#13695-2018021408521124.v2.

### Tamoxifen administration and muscle injury

Mice were put on a solid tamoxifen diet (400 mg/kg of food) for 2 weeks and then kept 1 week with regular food. Mice were anesthetized intra-peritoneally with 3.5 μL/g of Ketamine/Xylazine at 20 and 10 mg/mL, respectively. The TA muscles were injected with 50 μl of 0.6% BaCl_2_ (Sigma, 202738).

### Immunohistochemistry

Cryosections of 10 µm were performed on TA muscles previously dissected and frozen in liquid-nitrogen-cooled isopentane 7 or 28 dpi. The muscle sections or the cultured cells were fixed in 4% PFA for 15 min at room temperature, permeabilized in cold methanol for 6 min, boiled in citrate buffer (Dako, S1699) for epitope retrieval and blocked with 5% immunoglobin G (IgG)-free BSA (Jackson, 001-000-162) for 1 h at room temperature. To reduce background, the slides were incubated 30 min at room temperature with anti-mouse IgG Fab fragment (Jackson, 115-007-003). The sections were incubated with primary antibodies (Supplementary Table 1) diluted in 5% IgG-free BSA overnight at 4 °C. Secondary antibody incubation (Invitrogen, Alexa-Fluor) was performed 1 h at room temperature followed by DAPI (Sigma, D9542) staining (1:5000) 10 min at room temperature. EdU staining reaction was performed according to manufacturer’s guidelines (Invitrogen, EdU Click-iT PLUS Kit, C10640).

### Western blot

Cells were lysed in RIPA buffer (50 mM Tris HCl (Sigma, T5941), 150 mM NaCl (Sigma, 9625), 1% Igepal (Sigma, I8896), 0.5% Sodium deoxycholate (Sigma, D6750), 0.1% SDS (Sigma, L3771), 1 mM EDTA (Sigma, E5134), 1x Protease Inhibitor Cocktail (Roche, 04-693-116-001); pH8) for protein extraction. Overall, 10 μg of protein were used per sample. The blocking of the membrane was performed in 0.5% of gelatin from cold water fish (Sigma, G7765) and 5% Tween20 (Sigma, P9416) in PBS (Invitrogen, 003002) 1 h at room temperature. Primary antibodies were diluted in blocking solution and incubated 2 h at room temperature (Supplementary Table 1). Secondary antibodies were diluted in blocking solution and incubated 1 h at room temperature (Supplementary Table 1). Revelation reaction was performed 5 min at room temperature using SuperSignal West Pico (ThermoScientific, 35060). Western blot quantification was performed using Image J^37^. Uncropped and unprocessed blots are displayed in the Source Data file.

### Muscle dissection and satellite cell isolation

FACS-isolation of satellite cells was performed as following^18^. Muscles were dissected, minced, and incubated in digestion buffer: HBSS (Gibco, 14025092), 0.2% BSA (Sigma, A7906), 2 μg/ml Collagenase A (Roche, 11088793001), and 3.25 μg/ml Dispase II (Roche, 04942078001) for 2 h at 37 °C, and purified by filtration using 100 µm and 40 µm cell strainers (BD Falcon, 352360 and 352340). Cell suspensions were incubated 30 min on ice with the following antibodies: Alexa700-anti-ITGA7, BV421-anti-CD34, PE-Cy7-anti-TER119, PE-Cy7-anti-CD45, and PE-anti-Ly-6/E (SCA1) (Supplementary Table 1). Cells were sorted by gating CD34 + ITGA7+ double positive lineage as shown in Supplementary Fig. 5.

### Cell culture of C2C12 cells

C2C12 cell line (ATCC: CRL1772), obtained from DSMZ Germany, were grown in DMEM (Gibco, 41966029) supplemented with 10% fetal calf serum (FCS) (Eurobio, CVFSVF00-01) and 1% Pen/Strep (Gibco, 15070063). For differentiation assays, C2C12 were seeded at a confluence of 80% with 2% FCS for 3 days. For EdU proliferation analysis, cells were incubated with 10 mM EdU (Invitrogen, A10044) for 24 h (Invitrogen, EdU Click-iT PLUS Kit, C10640).

### Cell culture of satellite cells

FACS-isolated satellite cells were plated on Matrigel (Corning, 354248)-coated dishes and cultured in DMEM (Gibco, 41966029) with 20% FCS (Eurobio, CVFSVF00-01), 1% Pen/Step (Gibco, 15070063), and 4 ng/mL basic FGF (bFGF) (Peprotech, 450-33).

### Generation of KO C2C12 line using CRISPR-Cas9

*Hira*, *Mll1*, and *Mll2* knockouts were generated by CRISPR/Cas9 using the pU6-(BbsI)_CBh-Cas9-T2A-mCherry plasmid, a gift from Ralf Kuehn (Addgene plasmid # 64324; http://n2t.net/addgene:64324; RRID:Addgene_64324)^38^. The single guide RNAs (sgRNAs) were obtained from the sgRNA optimized library^39^. The primers were designed with added BbsI (ThermoScientific, FD1014) restriction sites and an extra G/C for increased hU6 promoter efficiency (Supplementary Table 2), annealed and ligated to BbsI-linearized pU6-CBh-Cas9-T2A-mCherry plasmid using the T4-ligase (ThermoScientific, EL0011). A total of 1.5 × 105 C2C12 cells were transfected with 7 μg of plasmid with Lipofectamine LTX PLUS reagent (Invitrogen, 15338030) and 3 days post transfection the cells were FACS-isolated for mCherry-positive. The sorted cells were seeded at a low confluence (500 cells per 10 cm dish) in dishes previously coated with 0.1% gelatin from pork skin (Sigma, G1890). Individual clones were isolated, expanded, genotyped by PCR and sequenced to confirm the mutation.

### RNA extraction, cDNA synthesis and RT-qPCR

A minimum of 2 × 10^5^ C2C12 cells, cultured in high serum-containing medium and at low density, were collected per sample for RNA extraction (Macherey Nagel, 740955) following the manufacturer protocol. A minimum of 10^5^ FACS-isolated satellite cells were collected per sample for RNA extraction. Reverse transcription was performed using the SuperScript III Reverse Transcriptase (Invitrogen, 18080-093) following the manufacturer’s guidelines. RT-qPCR was performed using the PowerUp SYBR Green Master Mix (Applied Biosystems, A25742). The relative mRNA levels were calculated using the 2^^−ΔΔCt^ method^40^. The ΔCt were obtained from Ct normalized to the housekeeping gene *Tbp* levels in each sample. The RT-qPCR primers used are listed in the Supplementary Table 2.

### RNA-sequencing of C2C12 cells

RNA was prepared as described for RNA extraction and sent to Integragen. Libraries were prepared with TruSeq Stranded Total RNA Sample preparation kit according to supplier recommendations. Briefly, the key stages of this protocol are successively, the removal of ribosomal RNA fraction from 1 µg of total RNA using the Ribo-Zero Gold Kit; fragmentation using divalent cations under elevated temperature to obtain `300 bp pieces; double strand cDNA synthesis using reverse transcriptase and random primers, and finally Illumina adapters ligation and cDNA library amplification by PCR for sequencing. Sequencing was carried out on paired-end 75 bp of Illumina HiSeq4000.

### RNA-sequencing of satellite cells

RNA was prepared as described for RNA extraction and sent to the IMRB (Institut Mondor de Recherche Biomédicale) genomic platform. Libraries were prepared with TruSeq Stranded Total Library preparation kit according to supplier recommendations. Briefly, the key stages of this protocol are successively, the removal of ribosomal RNA fraction from 400 ng of total RNA using the Ribo-Zero Gold Kit; fragmentation using divalent cations under elevated temperature to obtain ~300 bp pieces; double strand cDNA synthesis using reverse transcriptase and random primers, and finally Illumina adapters ligation and cDNA library amplification by PCR for sequencing. Sequencing was carried out on single-end 75 bp of Illumina NextSeq500.

### RNA-sequencing analysis

The RNA-seq analysis was performed using the Galaxy web platform^41^, public server https://usegalaxy.org. The FASTQ files were uploaded in Galaxy and formatted as Sanger using the FASTQ groomer tool^42^. Quality of the data was analyzed with FastQC tool v0.72. FASTQ Sanger files were aligned to the mm10 mouse genome using the built-in index of BOWTIE2 v2.3.4.2^43^. Genes were counted using featureCounts v1.6.3 + galaxy2^44^ and differently expressed genes were determined by DESeq2 v2.11.40.6 + galaxy1^45^, obtaining also the MA-Plot and the sample-to-sample distances plot. Gene ontology analyses were performed on http://geneontology.org/ using the biological process option. The gene expression heatmap was created with displayR software with normalized reads for each triplicate.

### Chromatin immunoprecipitation (ChIP)

Native ChIP was performed as following^46^. Briefly, C2C12 cells, cultured in high serum-containing medium and at low density, or FACS-isolated satellite cells (as described above) were trypsinized, washed, and subjected to nuclei isolation, chromatin fragmentation using Micrococcal Nuclease (MNase) (Sigma, N5386) and nucleosome purification by Hydroxyapatite (BioRad, 158-2000) chromatography. Immunoprecipitation was performed overnight at 4 °C with 6 μg of chromatin and 5 μg of antibody (Supplementary Table 1), previously incubated with Protein-A- (for H3K27ac, H3K4me3, H3K27me3, and H3ac antibodies) or Protein-G-coated (for H3.1 and H3.3 antibodies) magnetic beads (Diagenode, C03010020, and C03010021, respectively) and analyzed by RT-qPCR as percentage of the input or by sequencing. For sequencing, samples were sent to the IRCM (Institut de recherches cliniques de Montréal) molecular biology platform. Library was prepared using KAPA Hyper Prep Kits with PCR Library Amplification/Illumina series (Roche, 07962363001) with IDT for Illumina TruSeq DNA-RNA UD 96 Indexes (UDI) (Illumina, 2023784) and quantified by RT-qPCR using NEBNext Library Quant Kit for Illumina (NEB, E7640AA). Sequencing was carried out on paired-end 50 bp of Illumina HiSeq4000.

### ChIP-sequencing analysis

The ChIP-seq analysis was performed using the Galaxy web platform^41^ public server https://usegalaxy.org. The FASTQ files were uploaded in Galaxy and formatted as Sanger using the FASTQ groomer tool^42^. Quality of ChIP-seq data was analyzed with FastQC tool v0.72. FASTQ Sanger files were aligned to the mm10 mouse genome using the built-in index of BOWTIE2 v2.3.4.2^43^. The peaks were called with MACS2 v2.1.1.2^47^ using paired-end BAM files with the cutoff *q* value 5−e2 and the broad region calling off, the input was used as control. MACS2 resulting bedgraph file was converted to bigwig format using the wig/bedgraph-to-bigwig converter v1.1.1 for visualization in the Integrated Genome Browser v9.1.4^48^. The called peaks were annotated using the ChIPseeker v1.18.0 tool^49^. Average signal graphs were performed using computeMatrix Galaxy version 3.3.2.0.0^50^ to prepare data for plotting using plotProfile Galaxy version 3.3.2.0.0^50^.

### ATAC-sequencing

C2C12 cells, cultured in high serum-containing medium and at low density, were harvested and frozen in culture media containing 10% FCS (Eurobio, CVFSVF00-01) and 10% DMSO (ThermoScientific, 20688). Cryopreserved cells were sent to Active Motif to perform the ATAC-seq assay. The cells were then thawed in a 37 °C water bath, pelleted, washed with cold PBS, and tagmented as previously described^51^, with some modifications based on^52^. Briefly, cell pellets were resuspended in lysis buffer, pelleted and tagmented using the enzyme and buffer provided in the Nextera Library Prep Kit (Illumina). Tagmented DNA was then purified using the MinElute PCR purification kit (Qiagen), amplified with ten cycles of PCR and purified using Agencourt AMPure SPRI beads (Beckman Coulter). Resulting material was quantified using the KAPA Library Quantification Kit for Illumina platforms (KAPA Biosystems) and sequenced with PE42 sequencing on the NextSeq 500 sequencer (Illumina).

### ATAC-sequencing analysis

Reads were aligned using the BWA algorithm (mem mode; default settings). Duplicate reads were removed, only reads mapping as matched pairs and only uniquely mapped reads (mapping quality ≥ 1) were used for further analysis. Alignments were extended in silico at their 3′-ends to a length of 200 bp and assigned to 32-nt bins along the genome. The resulting histograms (genomic “signal maps”) were stored in bigWig files. Peaks were identified using the MACS 2.1.0 algorithm at a cutoff of *p* value 1e−7, without control file and with the –nomodel option. Signal maps and peak locations were used as input data to Active Motif’s proprietary analysis program, which creates Excel tables containing detailed information on sample comparison, peak metrics, peak locations, and gene annotations.

### Image capturing, quantification, and statistical analysis

Image capturing was performed using a Zeiss LSM 800 confocal microscope with the associated Zeiss Zen Lite v2.3software. Quantifications were performed in at least five pictures taken randomly within each sample, per experiment, using Image J^37^ and statistics were done with GraphPad Prism version 8 and Excel. The statistical test performed in each analysis is described in the associated figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq, ChIP-seq, and ATAC-seq sequencing data that support the findings of this study have been deposited in GEO NCBI with the accession codes “GSE161056” and “GSE167911”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: HIRA stabilizes skeletal muscle lineage identity
**Source:** Nat Commun. 2021 Jun 8;12:3450. doi: 10.1038/s41467-021-23775-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **HIRA stabilizes skeletal muscle lineage identity**

Joana Esteves de Lima, Reem Bou Akar, Léo Machado, Yuefeng Li, Bernadette Drayton-Libotte, F. Jeffrey Dilworth and Frédéric Relaix

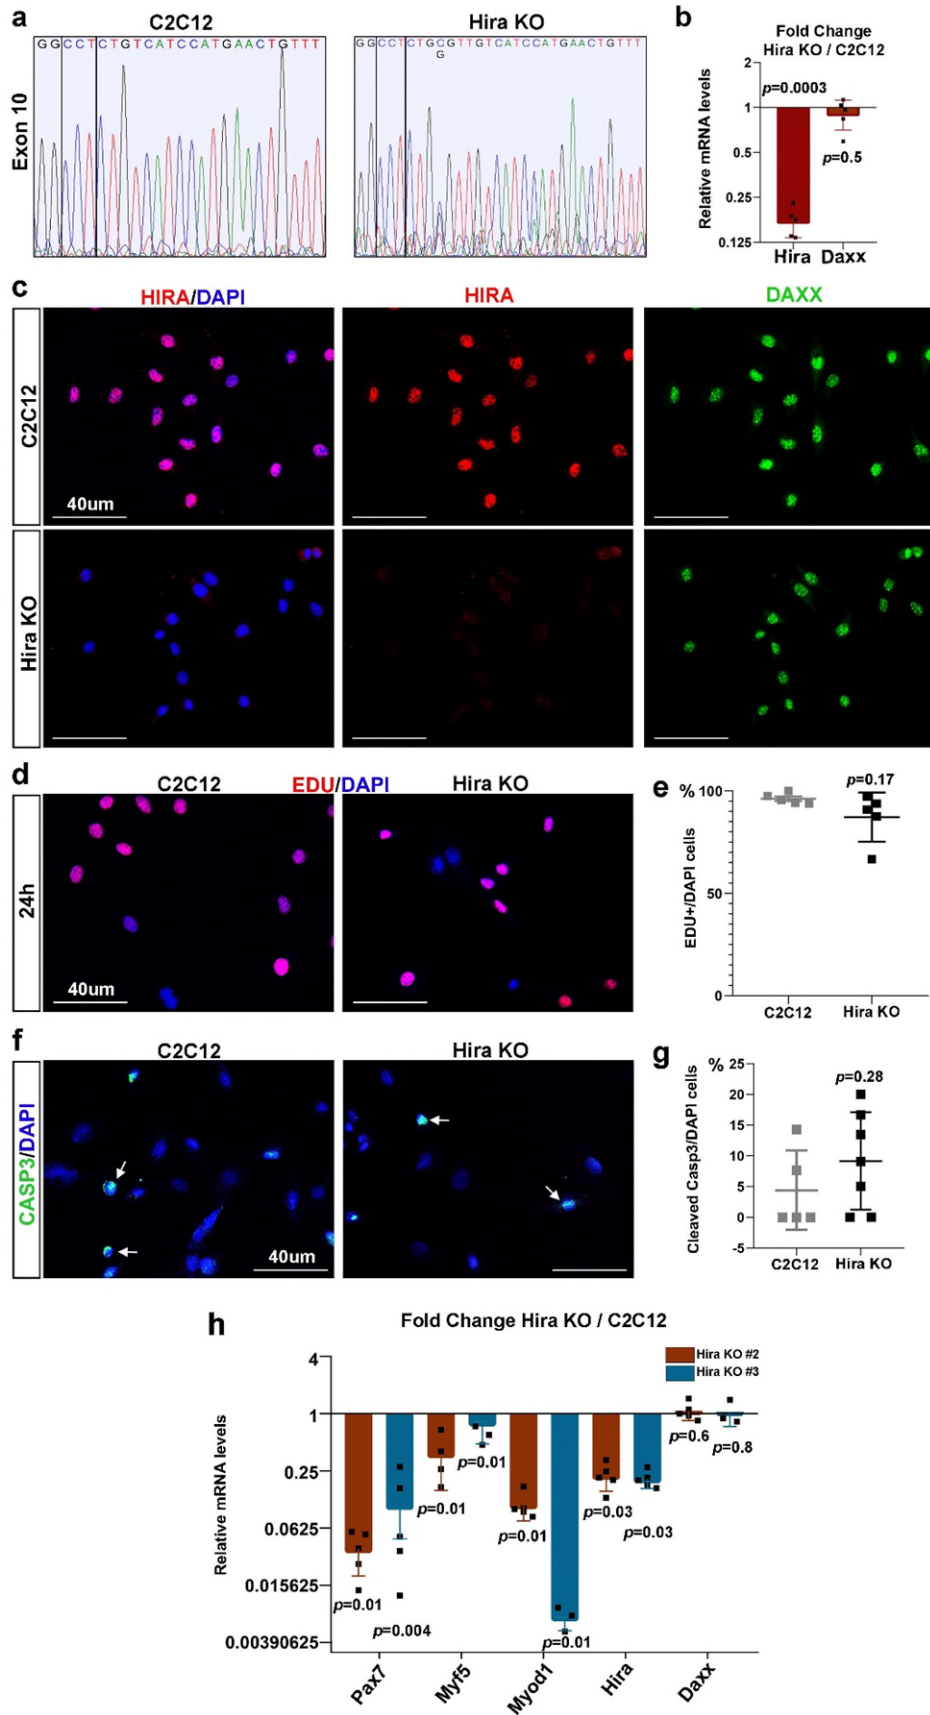

Supplementary Figure 1

**Supplementary Figure 1 – Validation of *Hira* KO C2C12 cell line.** **a**, Chromatogram corresponding to the Crispr/Cas9 targeted region of *Hira* Exon 10 in C2C12 and in *Hira* KO cell line. Dashed lines highlight the PAM. **b**, RT-qPCR analyses of the mRNA levels of *Hira* and *Daxx* in the *Hira* KO cell line (control n=3, *Hira* KO n=5 independent RNA samples) compared with C2C12. For each gene, the mRNA levels of the control C2C12 cells were normalized to 1. Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. **c**, Co-immunostaining using HIRA (red) and DAXX (green) antibodies and the nuclear marker DAPI (blue) in C2C12 (top) and *Hira* KO (bottom) cell lines (n=3 immunostainings performed for each cell line). **d**, EDU (red) staining and the nuclear marker DAPI (blue) in C2C12 (left) and *Hira* KO (right) cell lines 24h after EDU exposure. **e**, Quantification of the number of EDU-positive cells per DAPI in (d) (C2C12 n=5, *Hira* KO n=5 independent culture experiments). Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. **f**, Immunostaining using cleaved Caspase 3 (CASP3, green) and the nuclear marker DAPI (blue) in C2C12 (left) and *Hira* KO (right) cell lines. Arrows indicate CASP3-positive cells. **g**, Quantification of the number of CASP3-positive cells per DAPI in (f) (C2C12 n=5, *Hira* KO n=7 independent culture experiments). Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. **h**, RT-qPCR analyses of the mRNA levels of *Pax7*, *Myf5*, *MyoD*, *Hira* and *Daxx* in two independent mutant clones for *Hira* KO (*Hira* KO#2, brown (n=5 *Pax7*, *MyoD*1, *Hira*, *Daxx*; n=4 *Myf5*; independent RNA samples) and *Hira* KO#3, blue (n=5 *Pax7*, *Hira*; n=4, n=3 *Myf5*, *MyoD*1, *Daxx*; independent RNA samples) compared with C2C12 (n=3 independent RNA samples). For each gene, the mRNA levels of the control C2C12 cells were normalized to 1. Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. Scale bars, 40 $\mu$ m.

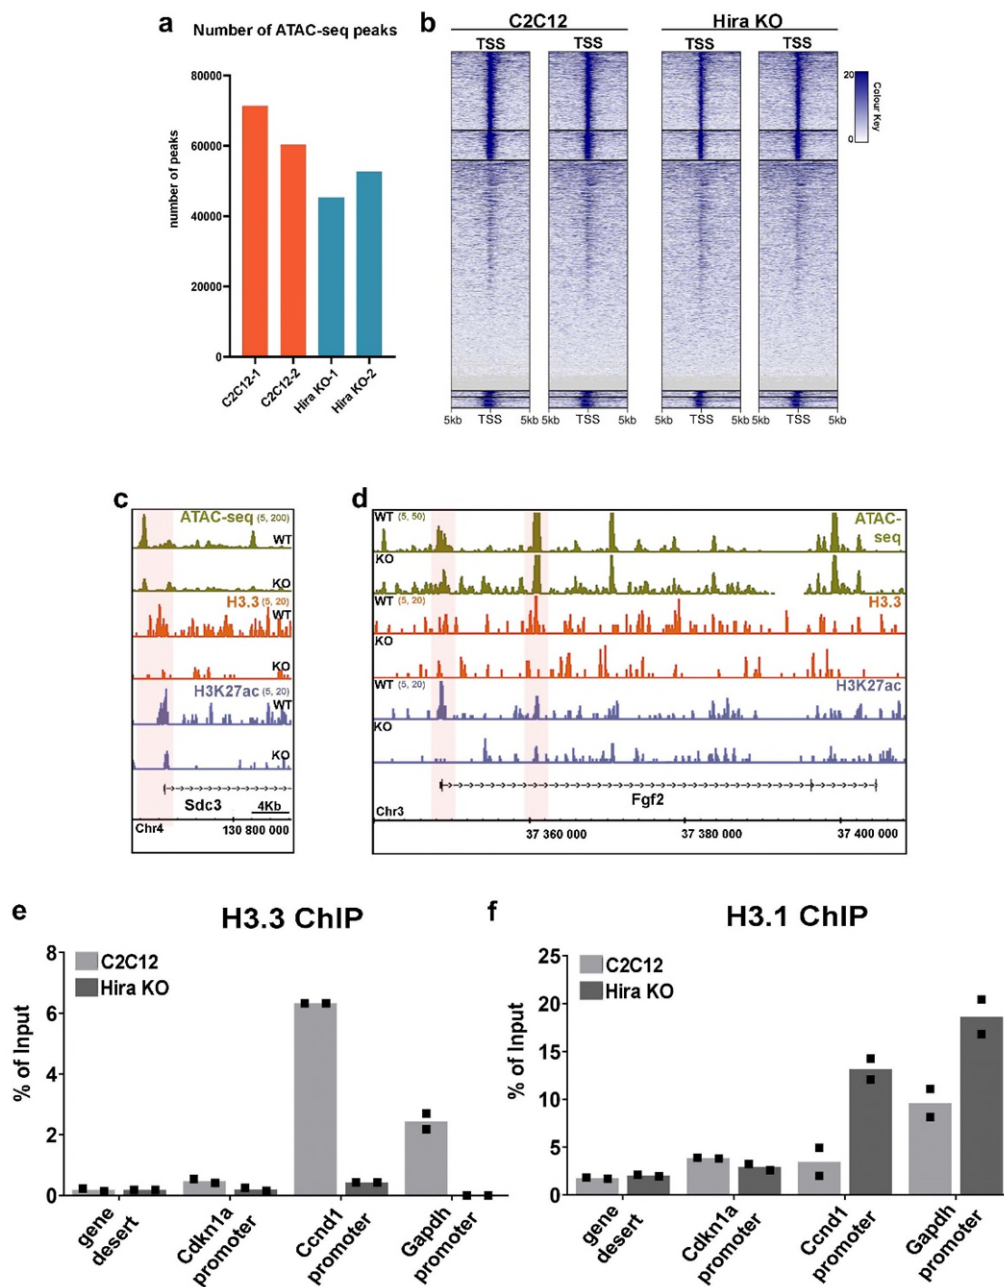

Supplementary Figure 2

**Supplementary Figure 2 – ATAC-seq analysis reveals decreased chromatin accessibility in *Hira* KO cells.** **a**, Total number of ATAC-seq called peaks ( $p$ -value cutoff=1e-7) in C2C12 (orange, 65284 peak average of n=2 independent samples) and *Hira* KO cells (blue, 48304 peak average of n=2 independent samples). **b**, Heatmap of ATAC-seq peaks in C2C12 (left) and *Hira* KO (right) at the TSS  $\pm$ 5 kb. Duplicates plotted separately. **c, d**, ATAC-seq (top lanes, green) and ChIP-seq profiles for H3.3 (middle lanes, orange) and H3K27ac (bottom lanes, grey) in the genomic locus of *Scdc3* (c) and *Fgf2* (d). **e, f**, ChIP-RT-qPCR for H3.3 (e) and H3.1 (f) on the promoter region of *Cdkn1a*, *Ccnd1* and *Gapdh* genes and in a gene desert (negative control) of C2C12 (light grey) and *Hira* KO (dark grey) cell lines (n=2 independent biological samples per condition).

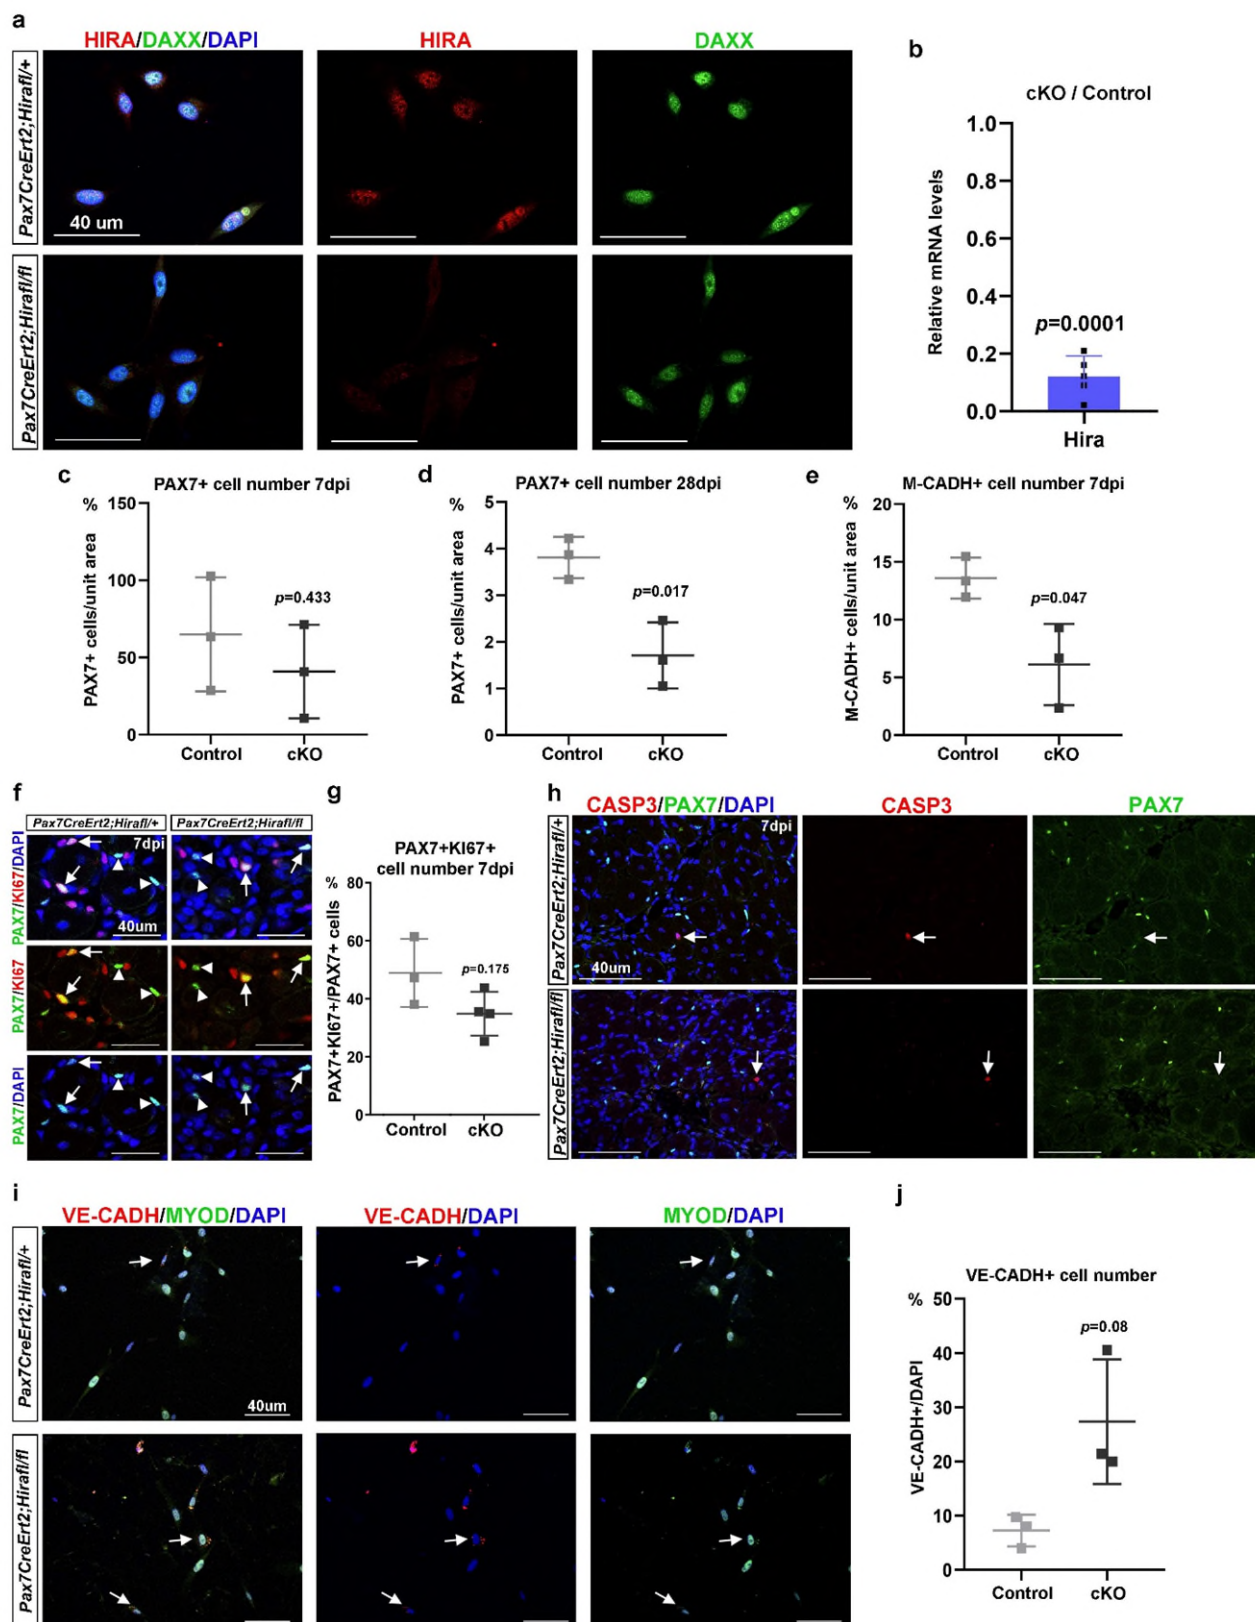

Supplementary Figure 3

**Supplementary Figure 3 – Validation of the mouse model *Pax7<sup>CreErt2</sup>;Hira<sup>fl/fl</sup>*.** **a**, Co-immunostaining using HIRA (red) and DAXX (green) antibodies and the nuclear marker DAPI (blue) in satellite cells isolated from *Pax7<sup>CreErt2</sup>;Hira<sup>fl/+</sup>* (control, top) (n=3 mice) and *Pax7<sup>CreErt2</sup>;Hira<sup>fl/fl</sup>* (cKO, bottom) (n=3 mice) muscles. **b**, RT-qPCR analyses of *Hira* mRNA expression levels in satellite cells from *Pax7<sup>CreErt2</sup>;Hira<sup>fl/+</sup>* (n=3 mice) and *Pax7<sup>CreErt2</sup>;Hira<sup>fl/fl</sup>* (n=5 mice). The mRNA levels of the control cells were normalized to 1. Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. **c, d**, Quantification of the PAX7-positive cell number per area 7dpi (c) and 28dpi (d) (control n=3 mice, cKO n=3 mice; for each time-point). Error bars, mean  $\pm$  SD, two-sided unpaired t-test. **e**, Quantification of the M-CADH-positive cell number per area 7dpi (control n=3 mice, cKO n=3 mice). Error bars, mean  $\pm$  SD, two-sided unpaired t-test. **f**, Co-immunostaining using PAX7 (green) and KI67 (red) antibodies and the nuclear marker DAPI (blue) in TA muscles from control *Pax7<sup>CreErt2</sup>;Hira<sup>fl/+</sup>* (left) and *Pax7<sup>CreErt2</sup>;Hira<sup>fl/fl</sup>* (right) at 7dpi. Arrows indicate PAX7 and KI67-double positive cells. Arrowheads indicate PAX7-positive cells negative for KI67. **g**, Quantification of the PAX7/KI67-double positive cell number per PAX7-positive cells in (f) (control n=3 mice, cKO n=4 mice). Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. **h**, Co-immunostaining using PAX7 (green) and cleaved Caspase 3 (red, CASP3) and the nuclear marker DAPI (blue) in TA muscles from control *Pax7<sup>CreErt2</sup>;Hira<sup>fl/+</sup>* (top) and *Pax7<sup>CreErt2</sup>;Hira<sup>fl/fl</sup>* (bottom) at 7dpi (control n=3 mice, cKO n=3 mice). Arrows indicate CASP3-positive cells. **i**, Co-immunostaining using VE-CADH (red) and MYOD (green) antibodies and the nuclear marker DAPI (blue) in satellite cells isolated from *Pax7<sup>CreErt2</sup>;Hira<sup>fl/+</sup>* (control, top) and *Pax7<sup>CreErt2</sup>;Hira<sup>fl/fl</sup>* (cKO, bottom) muscles. **j**, Quantification of VE-CADH-positive cell number in (i) (n=3 independent biological samples). Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. Scale bars, 40 $\mu$ m.

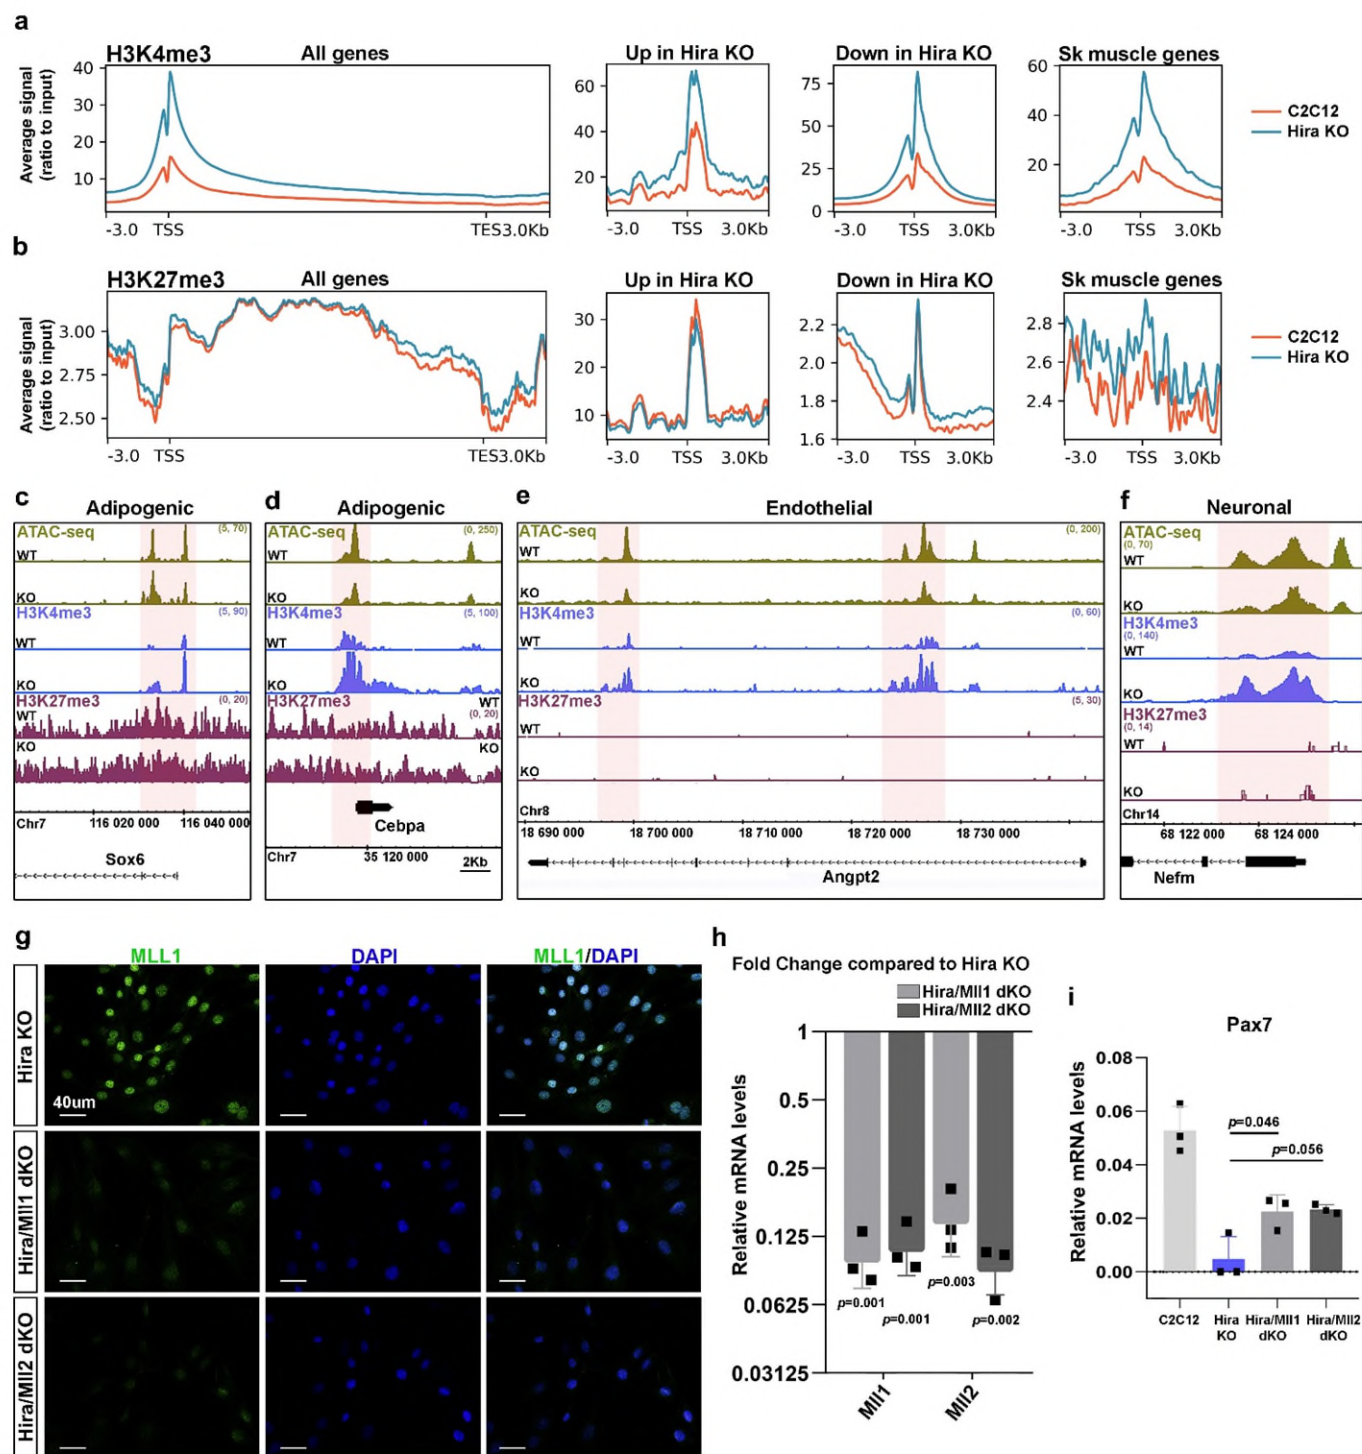

Supplementary Figure 4

**Supplementary Figure 4 – H3K4me3 histone modification is strongly increased in *Hira* KO cells.** **a, b**, ChIP-seq average signal profiles (ratio to input) in the promoter region ( $\pm 3$ kb around the TSS), TSS and gene body for H3K4me3 (a) and H3K27me3 (b) shown for all genes (left), upregulated genes in *Hira* KO (middle left), downregulated in *Hira* KO (middle right) and skeletal muscle genes (right) in C2C12 (orange, n=1) and *Hira* KO (blue, n=1). **c-f**, ATAC-seq (top lanes, green) and ChIP-seq profiles for H3K4me3 (middle lane, blue) and H3K27me3 (bottom lanes, dark red) in the genomic loci of *Sox6* (c), *Cebpa* (d), *Angpt2* (e) and *Nefm* (f). **g**, Immunostaining using MLL1 (green) antibody and the nuclear marker DAPI (blue) in *Hira* KO (top), *Hira/Mll1* dKO (middle) and *Hira/Mll2* dKO (bottom) cell lines (n=3 immunostainings performed for each cell line). **h**, RT-qPCR analyses of the mRNA expression levels of *Mll1* (light grey) and *Mll2* (dark grey) in *Hira/Mll1* dKO (n=3 independent RNA samples) and in *Hira/Mll2* dKO (n=3 independent RNA samples) cells. For each gene, the mRNA levels of the *Hira* KO cell (n=3 independent RNA samples) were normalized to 1. Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. **i**, RT-qPCR analyses of the mRNA expression levels of *Pax7* in C2C12, *Hira* KO, *Hira/Mll1* dKO and *Hira/Mll2* dKO cells (n=3 independent RNA samples per condition). Error bars, mean  $\pm$  SD, two-tailed unpaired t-test. Scale bars, 40 $\mu$ m.

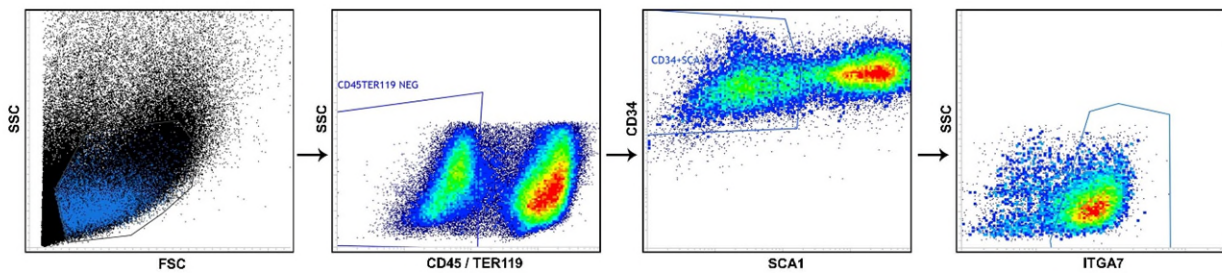

**Supplementary Figure 5**

**Supplementary Figure 5 – Gating strategy used to isolate satellite cells. a,** Strategy to sort satellite cells (CD34<sup>+</sup>ITGA7<sup>+</sup>CD45<sup>-</sup>TER119<sup>-</sup>SCA1<sup>-</sup>) from *Pax7<sup>CreErt2</sup>;Hira<sup>fl/+</sup>* (control) and *Pax7<sup>CreErt2</sup>;Hira<sup>fl/fl</sup>* (cKO) mouse muscles used for RNA-seq (Fig. 4a-e), RT-qPCR (Fig. 4f and Supplementary Fig. 3b), ChIP-RT-qPCR (Fig. 4g) and for cell culture to perform immunostainings (Supplementary Fig. 3a and 3i).

| Antibody Type      | Designation                               | Source              | Reference   | Dilution             |
|--------------------|-------------------------------------------|---------------------|-------------|----------------------|
| Primary antibody   | Mouse monoclonal IgG1 anti-PAX7           | Santa Cruz          | sc-81648    | IF (1:200)           |
| Primary antibody   | Rat monoclonal IgG2a anti-MYOD            | Active Motif        | 39991       | IF (1:300)           |
| Primary antibody   | Rabbit monoclonal anti-KI67               | Abcam               | ab16667     | IF (1:100)           |
| Primary antibody   | Mouse monoclonal IgG anti-HIRA            | Active Motif        | 39558       | IF (1:50)            |
| Primary antibody   | Rabbit polyclonal anti-DAXX               | Santa Cruz          | sc-7152     | IF (1:100)           |
| Primary antibody   | Mouse monoclonal IgG2b anti-MF20          | DSHB                | MF 20       | IF (1:300)           |
| Primary antibody   | Rabbit polyclonal anti-Laminin            | Sigma               | L9393       | IF (1:1000)          |
| Primary antibody   | Sheep polyclonal anti-M-CADHERIN          | R&D Systems         | AF4096      | IF (1:100)           |
| Primary antibody   | Mouse monoclonal IgG1 anti-MYH3           | Santa Cruz          | sc-53091    | IF (1:300)           |
| Primary antibody   | Rabbit polyclonal anti-Cleaved Caspase3   | Cell Signalling     | 9661        | IF (1:100)           |
| Primary antibody   | Goat polyclonal anti-VE-CADHERIN          | Santa Cruz          | sc-6458     | IF (1:100)           |
| Primary antibody   | Rabbit polyclonal anti-MLL1               | Active Motif        | 61296       | IF (1:700)           |
| Primary antibody   | Goat polyclonal FAB fragment anti-mouse   | Jackson             | 115-007-003 | IF (1:100)           |
| Primary antibody   | Rabbit polyclonal anti-H3                 | Abcam               | ab1791      | WB (1:2500)          |
| Primary antibody   | Mouse monoclonal anti-MYOD                | Dako                | M3512       | WB (1:250)           |
| Secondary antibody | Peroxidase Goat polyclonal anti-rabbit    | Vector Laboratories | PI-1000     | WB (1:2500)          |
| Secondary antibody | Peroxidase Goat polyclonal anti-mouse     | Vector Laboratories | PI-2000     | WB (1:2500)          |
| Primary antibody   | Alexa 700 Rat monoclonal IgG2b anti-ITGA7 | R&D Systems         | FAB3518N    | FC (1:30)            |
| Primary antibody   | BV421 Rat monoclonal IgG2a anti-CD34      | BD Pharmingen       | 562608      | FC (1:30)            |
| Primary antibody   | PE Rat monoclonal IgG2a anti-Ly-6A/E      | BD Pharmingen       | 553108      | FC (1:60)            |
| Primary antibody   | PE-Cy7 Rat monoclonal IgG2b anti-CD45     | BD Pharmingen       | 552848      | FC (1:60)            |
| Primary antibody   | PE-Cy7 Rat monoclonal IgG2b anti-TER-119  | BD Pharmingen       | 557853      | FC (1:60)            |
| Primary antibody   | Rat monoclonal IgG2a anti-H3.3            | CosmoBio            | CE-040B     | ChIP-seq (5ug/IP)    |
| Primary antibody   | Rabbit polyclonal anti-H3K27ac            | Abcam               | ab4729      | ChIP-seq (5ug/IP)    |
| Primary antibody   | Rabbit polyclonal anti-H3K4me3            | Merck Millipore     | 07-473      | ChIP-seq (5ug/IP)    |
| Primary antibody   | Rabbit monoclonal anti-H3K27me3           | Cell Signalling     | C36B11      | ChIP-seq (5ug/IP)    |
| Primary antibody   | Rat monoclonal anti-H3.1                  | Merck Millipore     | MABE952     | ChIP-RTqPCR (5ug/IP) |
| Primary antibody   | Rabbit polyclonal anti-H3K4me3            | Active Motif        | 39159       | ChIP-RTqPCR (1ug/IP) |
| Primary antibody   | Rabbit polyclonal anti-H3ac (pan-acetyl)  | Active Motif        | 39140       | ChIP-RTqPCR (2uL/IP) |
| Secondary antibody | Alexa Fluor 488 goat anti-mouse           | Invitrogen          | A11029      | IF (1:500)           |
| Secondary antibody | Alexa Fluor 555 goat anti-mouse           | Invitrogen          | A21424      | IF (1:500)           |
| Secondary antibody | Alexa Fluor 488 goat anti-rabbit          | Invitrogen          | A11034      | IF (1:500)           |
| Secondary antibody | Alexa Fluor 555 goat anti-rabbit          | Invitrogen          | A21429      | IF (1:500)           |
| Secondary antibody | Alexa Fluor 555 goat anti-rat             | Invitrogen          | A21434      | IF (1:500)           |
| Secondary antibody | Alexa Fluor 647 goat anti-rat             | Invitrogen          | A21247      | IF (1:500)           |
| Secondary antibody | Alexa Fluor 647 donkey anti-sheep         | Invitrogen          | A21448      | IF (1:500)           |
| Secondary antibody | Alexa Fluor 488 donkey anti-goat          | Invitrogen          | A11055      | IF (1:500)           |

**Supplementary Table 1** – List of antibodies used in the study.

## Primer List

### RT-qPCR primers

| Genes              | Forward primers                  | Reverse primers               | Accession No.  |
|--------------------|----------------------------------|-------------------------------|----------------|
| <i>Pax7</i>        | 5'-CCCGGGGTTCTCTCTCTTAT-3'       | 5'-TCCAAGATTCTGTGCCGATA-3'    | NM_011039.2    |
| <i>Myf5</i>        | 5'-TGAGGGAACAGGTGGAGAAC-3'       | 5'-AGCTGGACACGGAGCTTTTA-3'    | NM_008656.5    |
| <i>Myod1</i>       | 5'-TAGTAGGCGGTGTCGTAGCC-3'       | 5'-TACAGTGGCGACTCAGATGC-3'    | NM_010866.2    |
| <i>Hira</i>        | 5'-CGGTGGTCAAACAGTGGGAT-3'       | 5'-ATGGAGACACACCGCCATTG-3'    | NM_010435.2    |
| <i>Daxx</i>        | 5'-ACTCCGGTAGTAGGAAGTGCT-3'      | 5'-AGGGTGGTCTGATGTCTCCG-3'    | NM_001199733.1 |
| <i>Fgfr4</i>       | 5'-CGTGGCTGTGAAGATGCTGA-3'       | 5'-CAGGGGCCCTTCCTGAGTG-3'     | NM_008011.2    |
| <i>Eya4</i>        | 5'-CCTCCAAGCCCTATCCACAC-3'       | 5'-GCTGGCAACATCACACCAAG-3'    | NM_010167.5    |
| <i>Myh3</i>        | 5'-GGAGGCTGATGAACAAGCCA-3'       | 5'-GCTAGAGGTGAAGTCACGGG-3'    | NM_001099635.1 |
| <i>Cdh5</i>        | 5'-CCCAGGGCAAGCTGGTAG-3'         | 5'-CTGCCCATACTTGACCGTGA-3'    | NM_009868.4    |
| <i>Angpt2</i>      | 5'-TGGAAAAGCAGATTTTGGATCAGAC -3' | 5'-GCCCTCCATGTCCAGAACTTT-3'   | NM_007426.4    |
| <i>Pdgfra</i>      | 5'-TCCTTCTACACCTCAGCGAG-3'       | 5'-CCGGATGGTCACTCTTTAGGAAG-3' | NM_001083316.2 |
| <i>Nefm</i>        | 5'-AGCAGCTACCAGGACACC-3'         | 5'-ATCTGGTCTCTTCCCCCTCT-3'    | NM_008691.2    |
| <i>Nefl</i>        | 5'-AACGCCGAAGAGTGGTTCAA-3'       | 5'-CAGTTTGTTGATTGTGTCCCTGC-3' | NM_010910.2    |
| <i>EfnA5</i>       | 5'-GGCCAGGCCGAGAGTATTTTC-3'      | 5'-ATGTACGGTGTCTCTGCTGG-3'    | NM_207654.2    |
| <i>Hoxb5</i>       | 5'-CCTGCACTAACGGCGACAG-3'        | 5'-TGGCCTCGTCTATTTCGGTGA-3'   | NM_008268.2    |
| <i>Hoxb6</i>       | 5'- TCCTATTTCGTGA ACTCCACCT-3'   | 5'-GCATAGCCAGACGAGTAGAGC-3'   | NM_008269.2    |
| <i>Hoxb7</i>       | 5'-AAGTTCGGTTTTTCGCTCCAGG-3'     | 5'-ACACCCCGGAGAGGTTCTG-3'     | NM_010460.2    |
| <i>Hoxb8</i>       | 5'-CCTGCGCCCCAATTATTATGA-3'      | 5'-AACTCCTGGATTTGCGAAGGG-3'   | NM_010461.2    |
| <i>Hoxb9</i>       | 5'-TCTGGGACGCTTAGCAGCTAT-3'      | 5'-GCCCCGAAGGAAACTTGGCT-3'    | NM_008270.2    |
| <i>Hoxb13</i>      | 5'-CAACGCTGATGCCAACTGTC-3'       | 5'-AGTAGCCATAAGGCACAGGAG-3'   | NM_008267.4    |
| <i>Kmt2a(Mll1)</i> | 5'-TGGCTGTGATTAGGGGCAAG-3'       | 5'-ATTCTCAGGAACACCTCGC-3'     | NM_001357549.2 |
| <i>Kmt2b(Mll2)</i> | 5'-AGAGAGCAGTGACGGGGAAT-3'       | 5'-GGCTCGACCTCGCTGG-3'        | NM_001290573.1 |
| <i>TBP</i>         | 5'-ATCCCAAGCGATTTGCTG-3'         | 5'-CCTGTGCACACCATTTTCC-3'     | NM_013684.3    |

### sgRNA primers

| Genes               | Forward primers                 | Reverse primers                | Accession No. |
|---------------------|---------------------------------|--------------------------------|---------------|
| <i>Hira sgRNA</i>   | 5'-CACCGAGTTCATGGATGACAACCAG-3' | 5'AAACCTGGTTGTCATCCATGAACTC-3' | NC_000082.6   |
| <i>Kmt2a(MLL1)</i>  | 5'-CACCGCTGAGGTGGTATCGATACTG-3' | 5'AAACCAGTATCGATAACACCTCAGC-3' | NC_000075.6   |
| <i>sgRNA pair 1</i> |                                 |                                |               |
| <i>Kmt2a(MLL1)</i>  | 5'-CACCGAGAAAGGGCGGCGATCAAGG-3' | 5'AAACCCTTGATCGCCGCCCTTTCTC-3' | NC_000075.6   |
| <i>sgRNA pair 2</i> |                                 |                                |               |
| <i>Kmt2b(MLL2)</i>  | 5'-CACCGGTGAACCCTCTACTCCCCGA-3' | 5'AAACTCGGGGAGTAGAGGGTTCACC-3' | NC_000073.6   |
| <i>sgRNA pair 1</i> |                                 |                                |               |
| <i>Kmt2b(MLL2)</i>  | 5'-CACCGCCGGGGTGTCTTGATAACAC-3' | 5'AAACGTGTTATCAAGACACCCCGGC-3' | NC_000073.6   |
| <i>sgRNA pair 2</i> |                                 |                                |               |

### ChIP-RT-qPCR primers

| Genes                  | Forward primers                 | Reverse primers                 | Gene ID |
|------------------------|---------------------------------|---------------------------------|---------|
| <i>Cdh5 promoter</i>   | 5'-CCACCGTAGGGCTTGCCCTAT-3'     | 5'-CAGTCTGTCCAGGGCCGAG-3'       | 12562   |
| <i>Nefl promoter</i>   | 5'-CACCGCTGAGGTGGTATCGATACTG-3' | 5'-AAACCAGTATCGATAACACCTCAGC-3' | 18039   |
| <i>Hoxb13 promoter</i> | 5'-ACGCTTAGGATTCCCTGGGC-3'      | 5'-GCTCCCAGCAAGCCTTCG-3'        | 15408   |
| <i>Cdh5 intron</i>     | 5'-CACCGAGAAAGGGCGGCGATCAAGG-3' | 5'-AAACCCTTGATCGCCGCCCTTTCTC-3' | 12562   |
| <i>Myod1 (-20kb)</i>   | 5'-CTGTCAGGTGGGTGAAAGGAA-3'     | 5'-ATGAGCCCCACAGCATTTGG-3'      | 17927   |
| <i>Fgfr4 (+19.2kb)</i> | 5'-GAACACTTTCCTGAGGGGGAAC-3'    | 5'-GCAGAATAGAGGAAGTGGGACGT-3'   | 14186   |
| <i>Eya4 (-380bp)</i>   | 5'-AGGGTGGCCGCTGGG-3'           | 5'-GGCGCAGAAGCCCTCTCT-3'        | 14051   |
| <i>Pax7 (+62.4kb)</i>  | 5'-TAAACTGTCCCCAGTGTACC-3'      | 5'-TTGTCCTGACCCTAGCAGGT-3'      | 18509   |
| <i>Myod1 (-15kb)</i>   | 5'-TGCCCAGAGCCTAGAATCAT-3'      | 5'-TATCCAGCAAGGATGCATGA-3'      | 17927   |
| <i>Cdkn1a promoter</i> | 5'-AGTTGGTCAGGGACAGACCCATAA-3'  | 5'-ACACCTGGGCTATTCTCTTGTCAC-3'  | 12575   |
| <i>Ccnd1 promoter</i>  | 5'-AAGAAGACAGGGACGCTGGGATTT-3'  | 5'-CACACGCAAGCCAAGGAAGAATGT-3'  | 12443   |
| <i>Gapdh promoter</i>  | 5'-CTCTGAGCCTCCTCCAATTC-3'      | 5'-GCTACGCCATAGGTCAGGAT-3'      | 14433   |
| <i>Gene desert</i>     | 5'- TCCTCCCCATCTGTGTCATC-3'     | 5'- GGATCCATCACCATCAATAACC-3'   | ---     |

**Supplementary Table 2** – List of primers used in the study.

# Supplementary material for: HIRA stabilizes skeletal muscle lineage identity
**Source:** Nat Commun. 2021 Jun 8;12:3450. doi: 10.1038/s41467-021-23775-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zeiss LSM 800 confocal microscope with Zeiss Zen Lite v2.3 software; Applied Biosystems StepOnePlus Real Time PCR System with StepOne v2.1 software                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | Image J (imagej.nih.gov); GraphPad Prism version 8; Excel 2016; <a href="http://geneontology.org/">http://geneontology.org/</a> ; Integrated Genome Browser v9.1.4; displayR. Active Motif: BWA algorithm; MACS 2.1.0 algorithm. Within the Galaxy web platform ( <a href="https://usegalaxy.org/">https://usegalaxy.org/</a> ): FASTQ groomer tool, FastQC tool v0.72, BOWTIE2 v2.3.4.2, featureCounts v1.6.3+galaxy2, DESeq2 v2.11.40.6+galaxy1, MACS2 v2.1.1.2, wig/bedgraph-to-bigwig converter v1.1.1, ChIPseeker v1.18.0, computeMatrix Galaxy version 3.3.2.0.0, plotProfile Galaxy version 3.3.2.0.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data are available within the Article and Supplementary Files. Source data are provided with this paper. The RNA-seq, ChIP-seq and ATAC-seq sequencing data that support the findings of this study have been deposited in GEO NCBI (<https://www.ncbi.nlm.nih.gov/geo/>) with the accession codes GSE161056 (C2C12 cell data) and GSE167911 (satellite cell data).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. Cells and mice samples (immunostainings, RT-qPCR, ChIP-RT-qPCR, western blot) were analysed at least in biological triplicates to meet the minimal number required for statistical analysis. The results were consistent and comparable between experiments. Hira KO C2C12 cell line phenotype was analysed for 3 independent clones by RT-qPCR with consistent results, and further molecular biology analysis was performed using one of the 3 clones. RNA-seq was performed in triplicates with independent RNA samples. ChIP-seq was performed in mononoplicates. ATAC-seq was performed in duplicates with independent samples. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | RT-qPCR, ChIP-RT-qPCR, western blot and immunostainings were performed in at least 3 independent experiments. RT-qPCR and immunostaining results were consistent throughout the study. RNA-seq data was consistent with RT-qPCR results. Some of the ChIP-seq peaks were validated by ChIP-RT-qPCR and were consistent. Results from immunostaining of cells and mouse samples were consistent with the RT-qPCR results. RNA-seq was performed once in triplicates with independent RNA samples. ChIP-seq was performed once in mononoplicates. ATAC-seq was performed once in duplicates with independent samples.                                                                              |
| Randomization   | Randomization was not relevant in our study because the groups (cell lines or mice) were compared between wild type and knock-out and no sub-sampling was performed. In the sequencing experiments, reads were also analyzed equally with no sub-sampling.                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Blinding was used to perform all image acquirement and quantification of mouse samples with codes attributed to each sample. For molecular biology techniques blinding was not possible since the analysis has to be performed by the experimental designer knowing a priori which samples to compare.                                                                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Mouse monoclonal IgG1 anti-PAX7, clone Pax7-c, Santa Cruz, Ref: sc-81648, Lot: E0819</p> <p>Rat monoclonal IgG2a anti-MYOD, clone 5F11, Active Motif, Ref: 39991, Lot: 33710001</p> <p>Mouse monoclonal IgG anti-HIRA, clone WC119, Active Motif, Ref: 39558, Lot: 33517003</p> <p>Rabbit polyclonal anti-DAXX, clone M-112, Santa Cruz, Ref: sc-7152, Lot: K1915</p> <p>Mouse monoclonal IgG2b anti-MF20, clone 3ea, DSHB, Ref: MF 20</p> <p>Rabbit polyclonal anti-Laminin, Sigma, Ref: L9393, Lot: 082508</p> <p>Sheep polyclonal anti-M-CADHERIN, R&amp;D Systems, Ref: AF4096, Lot: CC2J0116091</p> <p>Rabbit polyclonal anti-KI67, clone SP6, Abcam, Ref: ab16667, Lot: GR289011-7</p> <p>Mouse monoclonal IgG1 anti-MYH3, Santa Cruz, Ref: sc-53091, Lot: G0119</p> <p>Rabbit polyclonal anti-Cleaved Caspase3, clone Asp175, Cell Signalling, Ref: 9661, Lot: 38</p> <p>Goat polyclonal anti-VE-CADHERIN, Santa Cruz, Ref: sc-6458, Lot: F2311</p> <p>Rabbit polyclonal anti-MLL1, Active Motif, Ref: 61296, Lot: 11812001</p> <p>Goat polyclonal FAB fragment anti-mouse, Jackson, Ref: 115-007-003, Lot: 137031</p> |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Rabbit polyclonal anti-H3, Abcam, Ref: ab1791, Lot: GR3297885-1  
 Mouse monoclonal anti-MYOD, clone 5.8A, Dako, Ref: M3512, Lot: 10119112  
 Peroxidase Goat polyclonal anti-rabbit, Vector Laboratories, Ref: PI-1000, Lot: ZD0821  
 Peroxidase Goat polyclonal anti-mouse, Vector Laboratories, Ref: PI-2000, Lot: ZC1212  
 Alexa 700 Rat monoclonal IgG2b anti-ITGA7, R&D Systems, Ref: FAB3518N, Lot: ACPH0219051  
 BV421 Rat monoclonal IgG2a anti-CD34, BD Pharmingen, Ref: 562608, Lot: 9182911  
 PE Rat monoclonal IgG2a anti-Ly-6A/E, BD Pharmingen, Ref: 553108, Lot: 7100799  
 PE-Cy7 Rat monoclonal IgG2b anti-CD45, BD Pharmingen, Ref: 552848, Lot: 8036841  
 PE-Cy7 Rat monoclonal IgG2b anti-TER-119, BD Pharmingen, Ref: 557853, Lot: 7235505  
 Rat monoclonal IgG2a anti-H3.3, clone 4H2D7, CosmoBio, Ref: CE-040B, Lot: MA-002  
 Rabbit polyclonal anti-H3K27ac, Abcam, Ref: ab4729, Lot: GR3205521-1  
 Rabbit polyclonal anti-H3K4me3, Merck Millipore, Ref: 07-473, Lot: 3018770  
 Rabbit monoclonal anti-H3K27me3, clone C36B11, Cell Signalling, Ref: 9733, Lot: 8  
 Rat monoclonal anti-H3.1, clone 1D4F2, Merck Millipore, Ref: MABE952, Lot: 3095014  
 Rabbit polyclonal anti-H3K4me3, Active Motif, Ref: 39159, Lot: 27019006  
 Rabbit polyclonal anti-H3ac (pan-acetyl), Active Motif, Ref: 39140, Lot: 34519009  
 Alexa Fluor 488 goat anti-mouse, Invitrogen, Ref: A11029, Lot: 1829920  
 Alexa Fluor 555 goat anti-mouse, Invitrogen, Ref: A21424, Lot: 2123594  
 Alexa Fluor 488 goat anti-rabbit, Invitrogen, Ref: A11034, Lot: 2156517  
 Alexa Fluor 555 goat anti-rabbit, Invitrogen, Ref: A21429, Lot: 1832967  
 Alexa Fluor 555 goat anti-rat, Invitrogen, Ref: A21434, Lot: 1890894  
 Alexa Fluor 647 goat anti-rat, Invitrogen, Ref: A21247, Lot: 1921562  
 Alexa Fluor 647 donkey anti-sheep, Invitrogen, Ref: A21448, Lot: 2045339  
 Alexa Fluor 488 donkey anti-goat, Invitrogen, Ref: A11055, Lot: 870969

## Validation

The histone modifications and histone variants antibodies used for ChIP have been previously validated for the application and for the mouse species by the manufacturers:

H3K27ac antibody Abcam: validation "suitable for ChIP" and "reacts with mouse" (<https://www.abcam.com/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html>).

H3K4me3 antibody Merck Millipore: validated "application ChIP" and "species reactivity human and vertebrates" ([https://www.merckmillipore.com/FR/fr/product/Anti-trimethyl-Histone-H3-Lys4-Antibody,MM\\_NF-07-473](https://www.merckmillipore.com/FR/fr/product/Anti-trimethyl-Histone-H3-Lys4-Antibody,MM_NF-07-473)).

H3K27me3 antibody Cell Signalling: validated "application ChIP" and "species reactivity mouse" (<https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733>).

H3K4me3 antibody Active Motif: validated "application ChIP" and "reactivity mouse" (<https://www.activemotif.com/catalog/details/39159>).

H3ac (pan-acetyl) antibody Active Motif: validated "application ChIP" and "reactivity human and wide range predicted" (<https://www.activemotif.com/catalog/details/39159>).

H3.1 antibody Merck Millipore: validated "application ChIP" and "species reactivity mouse" ([https://www.merckmillipore.com/FR/fr/product/Anti-Histone-H3.1-Antibody-clone-1D4F2,MM\\_NF-MABE952](https://www.merckmillipore.com/FR/fr/product/Anti-Histone-H3.1-Antibody-clone-1D4F2,MM_NF-MABE952)).

The H3.3 antibody CosmoBio was validated for ChIP ("application ChIP") and for mouse usage ("specificity mouse") and previously described (Hatanaka et al. 2015) ([https://search.cosmobio.co.jp/cosmo\\_search\\_p/search\\_gate2/docs/CAC\\_CE040B.20120723.pdf](https://search.cosmobio.co.jp/cosmo_search_p/search_gate2/docs/CAC_CE040B.20120723.pdf)).

The primary antibodies used for IF and WB were stated to be "suitable" or "validated" for each application and for the mouse species "react with mouse samples" by the manufacturers as following:

Pax7 (<https://www.scbt.com/p/pax-7-antibody-pax7?requestFrom=search>)

Daxx (<https://www.scbt.com/p/daxx-antibody-m-112?requestFrom=search>)

Myh3 (<https://www.scbt.com/p/myh3-antibody-f1-652?requestFrom=search>)

VE-Cadherin (<https://www.scbt.com/p/ve-cadherin-antibody-c-19?requestFrom=search>)

MyoD Active Motif (<https://www.activemotif.com/catalog/details/39991/myod-antibody-mab-clone-5f11>)

Hira (<https://www.activemotif.com/catalog/details/39557/hira-antibody-mab-clone-wc119-2h11>)

Mll1 (<https://www.activemotif.com/catalog/details/61295/mll1-hrx-antibody-pab>)

Ki67 (<https://www.abcam.com/ki67-antibody-sp6-ab16667.html>)

MF20 (<https://dshb.biology.uiowa.edu/MF-20>)

Laminin ([https://www.sigmaaldrich.com/catalog/product/sigma/l9393?lang=fr&region=FR&gclid=CjwKCAjwhMmEBhBwEiwAXwFoEe-1VBEUmMut\\_flyccno8-rTF7e4QHR75lx7vivoRqzZQhYzL6RMRhoCWuQQAvD\\_BwE](https://www.sigmaaldrich.com/catalog/product/sigma/l9393?lang=fr&region=FR&gclid=CjwKCAjwhMmEBhBwEiwAXwFoEe-1VBEUmMut_flyccno8-rTF7e4QHR75lx7vivoRqzZQhYzL6RMRhoCWuQQAvD_BwE))

M-Cadherin ([https://www.rndsystems.com/products/human-m-cadherin-cadherin-15-antibody\\_af4096](https://www.rndsystems.com/products/human-m-cadherin-cadherin-15-antibody_af4096))

Cleaved Caspase3 (<https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661>)

MyoD Dako (<https://www.labome.com/product/Dako/M3512.html>)

H3 (<https://www.abcam.com/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>)

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

C2C12 (ATCC: CRL1772) cell line was obtained from DSMZ Germany. We performed the Hira, Mll1 and Mll2 mutations by Crispr/Cas9 in this study.

## Authentication

Authentication by DSMZ Germany: cell line "was confirmed as mouse by PCR species and recently as mus musculus by COI DNA Barcoding". C2C12 KO cell lines mutations were confirmed by sequencing. The absence of RNA and protein was

confirmed by RT-qPCR and immunohistochemistry, respectively.

Mycoplasma contamination

Cell lines were tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Adult male mice (Mus musculus, 8 to 12 weeks of age). Pax7CreErt2;Hirafl/fl and Pax7CreErt2;Hira fl/+ have a C57BL/6J background.

Wild animals

No wild animals were involved in this study.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

The protocols in this study were validated by the ethic committee of the French Ministry, under the reference number APAFIS#13695-2018021408521124.v2

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161056>

Files in database submission

C2C12\_H3.3.bigwig  
C2C12\_H3K4me3.bigwig  
C2C12\_H3K27ac.bigwig  
C2C12\_H3K27me3.bigwig  
Hira\_KO\_H3.3.bigwig  
Hira\_KO\_H3K4me3.bigwig  
Hira\_KO\_H3K27ac.bigwig  
Hira\_KO\_H3K27me3.bigwig  
C2C12\_H3.3\_R1.fastq  
C2C12\_H3.3\_R2.fastq  
C2C12\_H3K4me3\_R1.fastq  
C2C12\_H3K4me3\_R2.fastq  
C2C12\_H3K27ac\_R1.fastq  
C2C12\_H3K27ac\_R2.fastq  
C2C12\_H3K27me3\_R1.fastq  
C2C12\_H3K27me3\_R2.fastq  
C2C12\_input\_R1.fastq  
C2C12\_input\_R2.fastq  
Hira\_KO\_H3.3\_R1.fastq  
Hira\_KO\_H3.3\_R2.fastq  
Hira\_KO\_H3K4me3\_R1.fastq  
Hira\_KO\_H3K4me3\_R2.fastq  
Hira\_KO\_H3K27ac\_R1.fastq  
Hira\_KO\_H3K27ac\_R2.fastq  
Hira\_KO\_H3K27me3\_R1.fastq  
Hira\_KO\_H3K27me3\_R2.fastq  
Hira\_KO\_input\_R1.fastq  
Hira\_KO\_input\_R2.fastq

Genome browser session  
(e.g. [UCSC](#))

No longer applicable

## Methodology

Replicates

The experiment was performed for control C2C12 and Hira KO cells in triplicates.

Sequencing depth

ChIP-sequencing was carried out on paired-end 50bp of Illumina HiSeq4000 for all samples.  
C2C12 input - 42 121 412 total reads; 29 820 755 uniquely mapped reads  
Hira KO input - 44 526 518 total reads; 31 754 592 uniquely mapped reads

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | <p>C2C12 H3.3 - 49 212 060 total reads; 44 603 988 uniquely mapped reads<br/> Hira KO H3.3 - 43 586 929 total reads; 39 104 839 uniquely mapped reads<br/> C2C12 H3K27ac - 46 796 949 total reads; 42 557 325 uniquely mapped reads<br/> Hira KO H3K27ac - 48 612 917 total reads; 43 194 391 uniquely mapped reads<br/> C2C12 H3K4me3 - 37 878 069 total reads; 35 340 787 uniquely mapped reads<br/> Hira KO H3K4me3 - 59 976 041 total reads; 56 539 777 uniquely mapped reads<br/> C2C12 H3K27me3 - 44 005 385 total reads; 40 160 601 uniquely mapped reads<br/> Hira KO H3K27me3 - 43 474 969 total reads; 41 240 635 uniquely mapped reads</p> |
| Antibodies              | <p>Rat monoclonal IgG2a anti-H3.3, clone 4H2D7, CosmoBio, Ref: CE-040B, Lot: MA-002<br/> Rabbit polyclonal anti-H3K27ac, Abcam, Ref: ab4729, Lot: GR3205521-1<br/> Rabbit polyclonal anti-H3K4me3, Merck Millipore, Ref: 07-473, Lot: 3018770<br/> Rabbit monoclonal anti-H3K27me3, clone C36B11, Cell Signalling, Ref: 9733, Lot: 8</p>                                                                                                                                                                                                                                                                                                              |
| Peak calling parameters | <p>Galaxy web platform (<a href="https://usegalaxy.org">https://usegalaxy.org</a>): MACS2 v2.1.1.2:<br/> # This file is generated by MACS version 2.1.1.20160309<br/> # Command line: --format BAMPE --gsize 1870000000 --keep-dup auto --bdg --qvalue 0.05 --mfold 5 50 --bw 300<br/> # format = BAMPE<br/> # effective genome size = 1.87e+09<br/> # band width = 300<br/> # model fold = [5, 50]<br/> # qvalue cutoff = 5.00e-02<br/> # Larger dataset will be scaled towards smaller dataset.<br/> # Range for calculating regional lambda is: 1000 bps and 10000 bps<br/> # Broad region calling is off<br/> # Paired-End mode is on</p>         |
| Data quality            | <p>Galaxy web platform FastQC tool v0.72 was used to validate raw data (fastq files). The peaks were called with MACS2 v2.1.1.243 using paired-end BAM files with the cutoff q-value 5-e2 to ensure high confidence enrichment of the called peaks; the input was used as control. The percentage of peaks with fold enrichment above 5 varies from 25 to 50% among samples.</p>                                                                                                                                                                                                                                                                      |
| Software                | <p>Galaxy web platform (<a href="https://usegalaxy.org">https://usegalaxy.org</a>): FASTQ groomer tool, FastQC tool v0.72, BOWTIE2 v2.3.4.2, MACS2 v2.1.1.2, wig/bedgraph-to-bigwig converter v1.1.1, ChIPseeker v1.18.0</p>                                                                                                                                                                                                                                                                                                                                                                                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

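RNA was measured in 6 samples of satellite cells sorted 5 days post-injury and cultured for 48 h, 3 control and 3 cKO. The paper describes them as independent RNA samples, and its text does not say whether each came from a separate mouse. The authors aligned reads with Bowtie2 2.3.4.2 to mm10 and made the deposited raw counts per gene with featureCounts 1.6.3. An aligner that does not split reads leaves out reads over exon junctions and can place reads on processed pseudogenes; pseudogenes of any kind held 12.0% to 12.3% of the counts per sample. The authors also deposited a signal per gene and sample, which are the counts divided by a DESeq2 size factor; it was used only to check the raw counts. Their comparison table holds, as the authors deposited it, a mean of normalized counts, a log2 fold change of control over cKO with its standard error, a Wald score, and a p-value with its adjusted p-value, made with DESeq2 2.11.40.6 in Galaxy.

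All 55536 gene identifiers were found in GENCODE M21, which is on the same build as mm10 and gave symbols and coordinates. Between 47944477 and 63323577 reads per sample were counted on genes. The common coefficient of variation between replicates was 3.92%, which counting error exceeds below 651 counts in a sample. The mean count was lower than that for 55.2% of the 22404 tested genes, so both set the precision. Groups at or under 3 counts were treated as being at a floor.

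Differences were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test with genotype as the only term) in R 4.3.3, at a Benjamini-Hochberg adjusted p under 0.05. As edgeR prints no standard error, it was derived as the absolute log2 fold change divided by the square root of the F statistic. The quasi-likelihood test was tried on simulated counts with 200 changed genes: it recovered 100.0% of them and 9.09% of its calls were false. DESeq2 1.42.0 recovered 98.5% with 5.29% false calls. The simulated log2 changes were of 1, up or down, and only in well-counted genes. In the data 88.7% of the called genes changed by less than that, so the recovery of such smaller changes was not measured. CPM values are counts scaled to the total of a sample over the tested genes, adjusted by its TMM factor.

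The 21 gene lists were written by hand from general knowledge and cover satellite cell, myogenic commitment, myoblast fusion, skeletal sarcomere, neuromuscular junction, slow muscle and cardiac shared, cardiac, endothelial, fibroblast, smooth muscle and pericyte, macrophage, neuronal, glial, skeletogenic, adipogenic, Hoxb cluster, H3K4 methyltransferase, H3.3 chaperone, proliferation, interferon response, and Y-linked genes with Xist. They were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2. Some listed genes are also in Fig. 4e, among them 6 of the satellite cell list. Genes named in the text are those the paper names, genes of the lists that are discussed, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, at least 10 counts in every sample of the higher group and no overlap between the groups. The lists, this rule, the main tests and the main set of alternatives were fixed before the data were examined. Single genes of the Dlk1-Dio3, histone and small RNA patterns, such as Meg3 and Rn7sk, fall outside this rule and were named afterwards. Tests chosen after the values were seen are marked below.

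Alternatives covered the test (DESeq2, likelihood-ratio), scaling, filters, a replicate block, stricter thresholds, other tests of the lists, and leaving out each sample. Shared sequence between genes was measured as exact 75-base windows of the transcripts. Permutation tests of list differences used 1e+05 resamples. The Gene Ontology analysis, the RT-qPCR, the ChIP and the experiments on C2C12 cells were not analysed here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for summaries and plots.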

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

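The paper's text does not discuss the genes of the 4 patterns in this part, although Fig. 4d lists processes of macrophages among those of upregulated genes. The Dlk1-Dio3, histone and small RNA patterns were noticed in the table of all genes and their tests were chosen only after that; the macrophage list and its test were fixed earlier.

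Macrophage genes were higher in cKO. The list had a median log2 fold change of 1.06, with middle quartiles of 0.95 to 1.18, and 23 of its 25 genes were upregulated in edgeR's quasi-likelihood test; the others were Cd163 and Cx3cr1 (log2 fold change 0.21). Its most abundant gene, Lyz2, rose from 81.1 ± 1.44 to 184 ± 15.5 CPM (SD, n = 3 each), Apoe from 46.1 ± 0.696 to 105 ± 9.55 CPM and Ctss from 18.7 ± 0.847 to 42.7 ± 2.83 CPM. Ptprc, which encodes the CD45 antigen that the sort selected against, had a log2 fold change of 0.96. The counts of the list summed to 222 CPM in control and 486 CPM in cKO, so these are minor parts of the RNA in both groups. Control samples also held the genes, with 20 of the 25 at 1 CPM or more. The near-equal rise of nearly all genes, at a median of 1.06, is what a larger share of macrophage RNA in the cKO cultures would give, and a candidate explanation is such cells passing the sort. The macrophage list rose by 0.74 more than the glial list (two-sided permutation test, p = 0.00524). That cannot decide on a lower share of muscle cells as the cause for all lineages, as control cultures also held glial genes. Of the 8 tested glial genes 6 were at 1 CPM or more in control. Their list summed to 250 CPM in control and 231 CPM in cKO. Bulk RNA does not separate other cells from satellite cells that express these genes, so an effect of Hira deletion within satellite cells stays open and untested, as does a difference in the injured muscles of the 2 genotypes.

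Genes of the imprinted Dlk1-Dio3 cluster on chromosome 12 (109452823 to 110281097) were higher in cKO, with a median log2 fold change of 1.44 over 10 tested genes. With DESeq2's prior on fold changes, which shrinks them towards 0, the median was 0.74; under the other settings it was 1.35 to 1.54. Upregulated were 8 of them, among them Meg3 (1.50), Rian (1.35), Mirg (1.59), Rtl1 (1.48) and Dlk1 (1.53); Gm3379 and Dio3 were not. A change of the whole chromosomal region is argued against, because genes within 2 Mb had a median of 0.0096 (two-sided permutation test against the cluster, p = 2e-05, the smallest these resamples can give). The rise may come from RNA of fibroblasts, which cannot be told apart from a change in satellite cells: the cluster rose by 1.02 more than the fibroblast list (two-sided permutation test, p = 0.00756), but that list includes genes that satellite cell cultures also express at high levels, which would hide a small share of fibroblasts.

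Replication-dependent histone genes were lower in cKO, with a median log2 fold change of -0.22, or -0.15 without cKO replicate 2. Of 63 genes 59 were lower and 32 were downregulated, such as Hist1h1a (-0.19). The proliferation list had a median of -0.10, with 22 of 23 genes lower (camera, adjusted p = 8.0e-06), and Mki67 had a log2 fold change of -0.26 (adjusted p = 0.0235 from edgeR). With each sample left out, that of Mki67 ranged from -0.35 to -0.15, the latter without cKO replicate 1, and Mki67 was not called without control replicate 1 (adjusted p = 0.0825) or control replicate 3 (0.074), nor with DESeq2 (0.18). The histone median differed by -0.12 from that of the proliferation list (two-sided permutation test, p = 0.00026), by -0.037 without cKO replicate 2 and by -0.18 without control replicate 3 or cKO replicate 3. Fewer cycling cells cannot be told apart from another cause, as the histone genes were chosen after they were seen lower and Mki67, with all samples included, fell as far as their median. Many histone genes have near-identical copies whose reads could have been split by the counting, and the time cells spend in S phase was not tested. From KI67 staining of PAX7-positive cells in injured muscle, the paper reports no significant change in the proliferation of cKO satellite cells.

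Small non-coding RNA genes were mostly lower in cKO, 145 lower and 88 higher, with a median log2 fold change of -0.15. They numbered 233, with 38 downregulated and 2 upregulated. They took 1.19%, 1.84% and 1.92% of the counts in control replicates 1, 2 and 3, and 0.896%, 0.727% and 1.03% in the cKO replicates. Most of these counts came from 1 gene, Rn7sk, singled out after its values were seen, with 0.880%, 1.36% and 1.44% in control and 0.646%, 0.527% and 0.766% in cKO. Without Rn7sk the shares were 0.307%, 0.471% and 0.475% in control and 0.250%, 0.200% and 0.269% in cKO. A loss of short transcripts during library preparation is a candidate explanation, as protein-coding genes with transcripts under 600 bp had a median of -0.023, below the range of -0.014 to 0.052 for longer genes of the same expression. No protein-coding transcripts as short as the small RNAs were measured, so how much of the fall a loss by size would give stays open. No biological explanation was tested.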

How the results depend on the processing

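The thinning of libraries to the smallest total and the correction for GC content and length were chosen after seeing the data; the other settings were not.

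No gene called in the main comparison was called in the opposite direction under any setting. The numbers of upregulated and downregulated genes stayed within 1.5 times the main counts with DESeq2 (1601 and 1244), RLE size factors (2054 and 1510), no filter (2240 and 1796), thinned libraries (1990 and 1371) and the GC and length correction (2204 and 1447). At an adjusted p under 0.01 there were 732 downregulated genes, and with a log2 fold change of at least 1 there were 371 upregulated and 31 downregulated genes, as stricter thresholds give fewer genes. Downregulated genes numbered from 917 to 1673 across the 6 fits that each left out one sample. Without control replicates 1, 2 and 3 they were 917, 934 and 960. Without cKO replicates 1, 2 and 3 they were 1673, 1498 and 1123, so fewer samples alone do not account for the lower counts.

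Same-numbered control and cKO samples did not deviate together, with correlations of -0.01, -0.00449 and -0.01, so the numbers do not pair the samples. With the replicate number as a block, 1901 genes were upregulated and 1251 downregulated. Under the block the lists of satellite cell (adjusted p = 0.0618), neuromuscular junction (0.0584) and H3K4 methyltransferase genes (0.0584) passed the threshold no longer, and among the named genes neither did Pecam1 (0.0824).

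Of the gene lists, 0 passed when camera estimated the inter-gene correlation. The adjusted p was then 0.393 for satellite cell, 0.102 for myogenic commitment, 0.454 for skeletal sarcomere, 0.413 for neuromuscular junction, 0.246 for endothelial, 0.288 for glial, 0.421 for H3K4 methyltransferase and 0.112 for proliferation genes, 0.109 each for cardiac, macrophage, neuronal and adipogenic genes, and 0.114 each for fibroblast, smooth muscle and pericyte, and interferon response genes. The directions were unchanged. With fry, skeletal sarcomere and H3K4 methyltransferase genes lost the threshold (0.0838 each) and myoblast fusion genes gained it as higher in cKO (0.0128). By Fisher's exact test among called genes, glial (0.916), interferon response (0.863) and H3K4 methyltransferase genes (0.419) lost it and slow muscle and cardiac shared genes gained it (0.00366). DESeq2 statistics in cameraPR brought in skeletogenic genes (0.0212). Total counts only left H3K4 methyltransferase genes at 0.0549. For the Hoxb cluster, with 3 tested genes, the direction that camera gives, which was down although the median was 0.25, turned to up with no filter (0.602) and in cameraPR (0.675), without passing the threshold. The cause of these changes was not tested.

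Across the 6 fits that each left out one sample, the adjusted p ranged from 0.00688 to 0.114 for satellite cell, 0.0257 to 0.116 for neuromuscular junction, 0.00529 to 0.0524 for glial, 0.00723 to 0.105 for H3K4 methyltransferase, 0.221 to 0.849 for slow muscle and cardiac shared and 0.506 to 0.954 for Hoxb cluster genes; in 1 fit each, the direction that camera gives turned from up to down for slow muscle and cardiac shared genes (without cKO replicate 1) and from down to up for Hoxb cluster genes (without cKO replicate 3), without passing the threshold. In both lists that direction was opposite to the sign of the median in the main comparison. Macrophage, fibroblast and endothelial genes passed in all 6.

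Genes near a log2 fold change of 0 changed sign. Tbp was at 0.023 with total counts only, 0.00023 with at least 10 counts in every sample, 0.0059 in thinned libraries and 0.065 after the GC and length correction; Chd1 was at 0.0093 with total counts only and 0.020 after that correction. With each sample left out, the log2 fold change ranged from -0.022 to 0.032 for Tbp, -0.035 to 0.0056 for Chd1, -0.10 to 0.00494 for Kmt2b, -0.24 to 0.14 for Cd163, -0.067 to 0.38 for Cx3cr1 and -0.070 to 0.24 for Tek. That of Hira ranged from -0.52 to -0.29. Pecam1, at an adjusted p of 0.0486 in the main comparison, lost the threshold with DESeq2 (0.159), RLE size factors (0.0509), at least 10 counts in every sample (0.0511), thinned libraries (0.12) and the GC and length correction (0.0529). Mki67 lost it with DESeq2 (0.18) and without control replicates 1 (0.0825) and 3 (0.074), and Itga7 (0.0625) and Heyl (0.0563) with total counts only.

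Depth limits the genes with few counts. Krtap3-3 had 1, 0 and 2 counts in control, so its rise is given only as a bound.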

Differences from the paper's values

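The paper reports 2925 changed genes, 1628 upregulated and 1297 downregulated, and 3549, 2101 and 1448 were found here, which is within 1.5 times in each case. With DESeq2, an alternative set before the data were examined and the paper's own tool, 1601 genes were upregulated and 1244 downregulated. In the authors' deposited table 2859 genes have an adjusted p under 0.05, 1600 upregulated and 1259 downregulated, against the paper's 2925.

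Fig. 4c lists myoblast fusion among the processes of downregulated genes. The myoblast fusion list used here, which is not the ontology term, had a median log2 fold change of 0.03 with 8 of 18 genes lower (camera, adjusted p = 0.652), and -0.011 without control replicate 3, while its genes Mymk and Mymx were lower. With fry the list passed the threshold as higher in cKO (adjusted p = 0.0128).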

Other observations

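The tests on Myh6 windows, depth, GC content and length were chosen only after the values were seen; the tests on the endothelial, fibroblast and heart-restricted genes, on the neighbourhood of Hira and on other splits were fixed earlier.

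The real split of the samples was the only 1 of the 10 splits of 6 samples into 3 and 3 with as many genes past an adjusted p of 0.05. The other 9 gave 0 such genes, with 434 to 776 genes at an unadjusted p under 0.05 against 6176 in the real split. The 10 splits cannot give a share under 0.1. Differences in depth are argued against as the cause, since 3361 genes were called after every library was thinned to the smallest total. A correction for GC content and length kept 94.9% of the calls in the same direction. Leaving the 10 most abundant genes out of the scaling gave 3547 genes. Genome carried along with the floxed Hira allele is argued against as a main source: of the genes within 10 Mb of Hira 14.3% were called, against 15.9% of the others (Fisher's exact test, two-sided, p = 0.592). A comparison of call rates does not exclude it at single genes or farther from Hira.

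Other lineage lists were also weighed as RNA of other cells. The fibroblast list had a median log2 fold change of 0.42, collagens included: Col1a1 rose from 121 ± 0.993 to 295 ± 21.7 CPM (SD, n = 3 each), with log2 fold changes of 1.29 for Col1a1, 0.26 for Col1a2 and 0.21 for Col3a1. Its most abundant gene, Serpinf1, was at 0.03 (adjusted p = 0.594 from edgeR). Satellite cell cultures express many of these genes, with 19 of the 22 tested genes at 1 CPM or more in control. RNA of fibroblasts in the cKO cultures may account for the rise of mesenchymal genes such as Pdgfra. The endothelial list, at a median of 0.45, also rose as RNA of endothelial cells would make it. Of the 5 surface markers named for this test, only Kdr (0.78) kept an adjusted p under 0.05 in edgeR with each sample left out. Pecam1 (0.34, adjusted p = 0.0486) lost it in 4 of the 6 fits, and Tek (0.09, adjusted p = 0.85), Emcn (0.31, adjusted p = 0.172) and Cldn5 (0.54, adjusted p = 0.357) did not pass. Its genes were less even than the macrophage genes, with middle quartiles of 0.22 to 0.78, and 5 of 25 were lower, so endothelial cells could account for part of the rise. Expression of these genes by satellite cells stays open for both lists in these data, as bulk RNA does not separate the sources. For the protein of Cdh5, the paper reports positive VE-Cadherin staining in cKO satellite cells. In cKO replicate 2, 4 of the 5 lists compared lay above the other cKO replicates by more than random lists did: endothelial (0.18), macrophage (0.16), smooth muscle and pericyte (0.14) and fibroblast genes (0.09). Glial genes (0.11) were within the range of random lists.

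The rise of Myh6 may reflect reads of Myh7. An even split of the windows they share would give a median of 62.9% of the counts of Myh6 over the 6 samples. It does not bear on Myh7b, of which 0% of the windows occur in genes elsewhere. Of 8 heart-restricted genes, 1 was upregulated: Tbx20, with 9, 26 and 23 counts in control and 37, 51 and 45 in cKO. Tnni3 was tested and had a log2 fold change of 0.29 (adjusted p = 0.444 from edgeR), and the other 6 were too low to be tested, so that a cardiac program cannot be told apart from a change of slow-muscle myosins at this depth. The list of genes shared by slow muscle and heart had a median of -0.03 (adjusted p = 0.565), from -0.061 without cKO replicate 1 to 0.019 without cKO replicate 2. Of its 14 genes, 6 were upregulated and 3 downregulated. Of the 10 tested genes of the cardiac list, 6 were upregulated, among them Hand2 (2.12) and Gata6 (1.31), and 0 downregulated.

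Among genes with at least 10 counts in every sample of the higher group and no overlap between groups, the largest rises were those of Krtap3-3, Gm11864 (log2 fold change 2.68), Prph (2.49), AU018091 (2.33) and B830012L14Rik (2.24). Krtap3-3 was at least 6.33-fold higher in cKO. The largest falls were those of Slc15a2 (-2.56), Rprl3 (-2.03), Scarna6 (-1.90), Rpph1 (-1.86) and C130046K22Rik (-1.50). Slc15a2 had 237, 202 and 211 counts in control and 32, 34 and 35 in cKO. It lies on chromosome 16 (36750177 to 36784962), as Hira does, but outside the 10 Mb compared around Hira. Genome carried along with the floxed allele was not tested as a cause of its fall.

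The remaining lists gave these results. Glial genes had a median of 0.32 (adjusted p = 0.0181), or 0.20 without cKO replicate 2, interferon response genes 0.19 (adjusted p = 0.014) and H3K4 methyltransferase genes -0.08 (adjusted p = 0.0306). H3.3 chaperone genes had a median of -0.03 (adjusted p = 0.16), or -0.020 without control replicate 1 and -0.013 without cKO replicate 1, and Y-linked genes with Xist 0.05 (adjusted p = 0.794). Of the Hoxb cluster 3 genes were tested, with a median of 0.25 (adjusted p = 0.801), from -0.40 without cKO replicate 2 to 0.52 without cKO replicate 3.

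Genes that the paper names for C2C12 cells were also examined in satellite cells. Hoxb5, Hoxb6, Hoxb7, Hoxb8, Hoxb9, Hoxb13 and Nefl were too low to be tested. Runx2 (-0.29), Sox6 (-0.20) and Myh3 (-0.17) were downregulated and Col5a1 (0.48) and Fgf2 (0.67) upregulated. Kmt2a (-0.09, adjusted p = 0.242), Kmt2b (-0.03, adjusted p = 0.712), Efna5 (0.27, adjusted p = 0.295) and Daxx (-0.08, adjusted p = 0.277) did not pass the threshold in edgeR. Of the surface proteins used for the sort, Itga7 had a log2 fold change of -0.12 (adjusted p = 0.0271 from edgeR, up to 0.104 with each sample left out, and 0.05 or more in 5 of the 6 fits), Cd34 0.49 and Ly6a, which encodes SCA1, 0.24 (adjusted p = 0.115). The decrease of Hira RNA in Supplementary Fig. 3b was measured by RT-qPCR, another assay, and is not compared here.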
